# CD4 T-cell aging exacerbates neuroinflammation in a late-onset mouse model of amyotrophic lateral sclerosis

**DOI:** 10.1186/s12974-023-03007-1

**Published:** 2024-01-11

**Authors:** Shir Zaccai, Anna Nemirovsky, Livnat Lerner, Leenor Alfahel, Ekaterina Eremenko, Adrian Israelson, Alon Monsonego

**Keywords:** Amyotrophic lateral sclerosis, SOD1 mice, Neuroinflammation, CD4 T cells, Microglia, Antigen presentation

## Abstract

Amyotrophic lateral sclerosis (ALS) is an adult-onset progressive neurodegenerative disorder characterized by the loss of upper and lower motor neurons in the brain and spinal cord. Accumulating evidence suggests that ALS is not solely a neuronal cell- or brain tissue-autonomous disease and that neuroinflammation plays a key role in disease progression. Furthermore, whereas both CD4 and CD8 T cells were observed in spinal cords of ALS patients and in mouse models of the disease, their role in the neuroinflammatory process, especially considering their functional changes with age, is not fully explored. In this study, we revealed the structure of the CD4 T-cell compartment during disease progression of early-onset SOD1^G93A^ and late-onset SOD1^G37R^ mouse models of ALS. We show age-related changes in the CD4 T-cell subset organization between these mutant SOD1 mouse models towards increased frequency of effector T cells in spleens of SOD1^G37R^ mice and robust infiltration of CD4 T cells expressing activation markers and the checkpoint molecule PD1 into the spinal cord. The frequency of infiltrating CD4 T cells correlated with the frequency of infiltrating CD8 T cells which displayed a more exhausted phenotype. Moreover, RNA-Seq and immunohistochemistry analyses of spinal cords from SOD1^G37R^ mice with early clinical symptoms demonstrated immunological trajectories reminiscent of a neurotoxic inflammatory response which involved proinflammatory T cells and antigen presentation related pathways. Overall, our findings suggest that age-related changes of the CD4 T cell landscape is indicative of a chronic inflammatory response, which aggravates the disease process and can be therapeutically targeted.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-03007-1.

## Background

ALS is a fatal neurodegenerative disease characterized by the progressive loss of upper and lower motor neurons in the brain and spinal cord (SC) [1]. A number of risk factors for ALS have been hypothesized; however, the only recognized risk factors to date are older age, male sex, and a family history [2]. About 90% of ALS cases are sporadic, occurring without a known genetic cause. However, the remaining 10% are familial cases that are usually inherited in a dominant manner [1]. The *SOD1* gene, which encodes for Cu/Zn superoxide dismutase, was the first gene found to be associated with ALS [3]. Mutations in this gene are responsible for approximately 20% of familial ALS cases and about 2% of sporadic ALS cases, making *SOD1* one of the most studied genes in this disease [4, 5]. Different mutant SOD1 transgenic mice develop a disease with a similar pathogenesis to ALS, which includes motor neuron degeneration, neuroinflammation, paralysis and early death [4].

The pathology of ALS is not limited to neuronal cell-autonomous mechanisms [6]. For example, it has been shown that mice overexpressing human mutant SOD1 protein only in neurons, did not develop motor impairment [7] or had a late disease onset [8]. Further experiments showed that specific deletion of mutant SOD1 from motor neurons delayed disease onset and early phase of disease progression with no effect on the late phase of the disease [9, 10]. In contrast, deletion of mutant SOD1 from astrocytes or microglia strongly delayed the late phase of the disease [9, 11]. Therefore, non-neuronal cells play an important role in motor neuron loss and disease progression [10, 12].

Neuroinflammation is an essential host defense mechanism to protect the brain from infection or injury and restore normal structure and function [13, 14]. However, chronic inflammation can induce cytotoxicity and worsen severity of different neurodegenerative diseases such as Parkinson’s disease (PD) [15], Alzheimer’s disease (AD) [16], multiple sclerosis (MS) [17] and ALS [14, 18]. Neuroinflammation is characterized by increased microglial and astrocytic activation, leukocyte infiltration into the brain and SC and elevated levels of proinflammatory cytokines [18, 19]. In the context of ALS, neuroinflammation plays a critical role in the disease progression [18]. The dysregulated inflammatory responses, characterized by aberrant microglial activation and excessive proinflammatory cytokines, contribute to the neurodegeneration observed in ALS [20].

Microglia, as the resident macrophages of the central nervous system (CNS), play a pivotal role in maintaining brain homeostasis [21]. However, under pathological conditions, these cells can transition from their surveillant homeostatic state to various activation states including subsets which exhibit antigen presenting cell (APC) phenotypes [22, 23]. Through their MHCII-based interactions with various CD4 T-cell subsets (e.g., proinflammatory Th1 or Th17 cells [24] or anti-inflammatory Tregs [25]), microglia can contribute to inflammation-driven neuronal damage or repair. However, in the context of ALS, the nature and consequences of such interactions remain largely unknown.

In mutant SOD1^G93A^ mice, CD4 T helper cells were observed in lumbar SC at early disease stage, whereas at end stage, both CD4 and CD8 T lymphocytes were present [18, 26, 27]. Genetic deletion of functional T cells or CD4 T cells resulted in accelerated disease progression, increased mRNA levels of NOX2 (NADPH oxidase isoform which catalyze the production of superoxide molecules) and proinflammatory cytokines, and decreased levels of the neurotrophic factors IGF-1, BDNF and GDNF [27]. Reconstitution of T cells by bone marrow transplantation, prolonged the survival, reduced proinflammatory responses, restored neuroprotective factors and inhibited M1 microglial activation [18, 27]. In ALS patients, peripheral blood cell counts of CD3, CD4, CD8 and CD3^+^CD56^+^ T cells, natural killer cells and granulocytes were increased [28]. Moreover, whereas a higher frequency of effector CD4 T cells in both blood and CSF was linked to decreased survival, increased frequencies of activated regulatory T (Treg) cells in the blood was associated with improved survival [29].

While the SOD1^G93A^ mouse model has been widely used in ALS research primarily due to rapid progression of symptoms [30], such early onset of disease may not represent the impact of age-related immunological changes as they appear in humans. The CD4 T-cell subsets are critical mediators of immune responses, and their phenotypic and functional diversity have been shown to be modulated by age [31–33].

In this research, we hypothesized that there is a significant age-related CD4 T-cell component in ALS which impacts the neuroinflammatory response in the CNS. We observed distinct organization of CD4 T-cell subsets between early-onset and late-onset SOD1 mouse models. Moreover, our findings establish a positive correlation between effector memory (EM) and cytotoxic CD4 T cells with disease progression. In addition, we show upregulation in expression of genes and proteins involved in formation of immunological synapse. Taken together, these findings emphasize the significant influence of effector CD4 populations on the progression of the disease in late-onset mutant SOD1^G37R^ mice.

## Methods

### Mice

Transgenic mice expressing human SOD1^G93A^ [30] and loxSOD1^G37R^ [9] were bred with C57BL6 mice and genotyped by PCR of DNA extracted from tails. All mice were maintained in the animal facility of Ben-Gurion University of the Negev using standard protocols. All procedures involving animals were consistent with the requirements of the Animal Care and Use Committees of Ben-Gurion University of the Negev.

### Tissue collection and processing

*Spleen tissue collection.* SOD1^G93A^ and SOD1^G37R^ mice were killed using overdose of isoflurane. Immediately after, spleens were harvested, and blood was collected following incision of the mouse right atrium. Next, perfusion was performed using 20 ml of ice-cold Dulbecco’s phosphate buffered saline (PBS) and SC was collected. Both spleens and SCs were weighed and kept in HBSS solution on ice.

*Tissue processing—spleens.* Spleens were mashed into a 70-µm cell strainer and 300 µl of ammonium-chloride-potassium (ACK) buffer (Lonza, Switzerland) was added for 1.5 min to lyse red blood cells. For flow cytometry and splenocyte culture, cells were diluted into 2,500,000 cell/ml in RPMI 1640 media (Thermo Fisher Scientific, MA, United States), supplemented with of 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, MA, United States), HEPES buffer solution (10 mM) (Sartorius, Germany), 1 mM sodium pyruvate solution (Sartorius, Germany), 10 mM MEM non-essential amino acids solution (Sartorius, Germany), 1% penicillin–streptomycin solution (Sartorius, Germany), and 50 μM 2-mercaptoethanol, Molecular Biology Grade (Sigma-Aldrich, MO, United States).

*Spinal cord tissue collection.* SOD1^G93A^ and SOD1^G37R^ mice were killed using overdose of isoflurane perfused with cold PBS. Immediately after, SCs were collected by hydraulic extrusion. The procedure involved isolating the spinal column by decapitating the head and cutting proximal to the pelvic bone. Next, a syringe filled with PBS was carefully positioned at the distal end of the spinal column and steady pressure was applied to the syringe facilitating the extrusion of the SC.

*Tissue processing—spinal cord.* Upon extrusion of the SCs, they were placed in Hanks' Balanced Salt Solution (HBSS) (Sartorius, Germany) and kept on ice. Then, to dissociate the tissue, the Neural Tissue Dissociation Kit (Miltenyi Biotec, Germany) was used following the manufacturer’s instructions, with slight adjustments to the protocol. Specifically, we excluded the papain incubation step, as it was found to impact the integrity of specific cell surface epitopes. Instead, to ensure tissue dissociation, we added physical dissociation step using a glass pipette, in combination with passing the tissue through a 70-μm cell strainer to eliminate larger particles.

### Flow cytometry

*For extracellular staining*, cells were washed 3 times with FACS Buffer (2% fetal bovine serum and 1 mM EDTA in PBS). Then, cells were incubated with TruStain FcX (Biolegend, CA, United States) for 5 min in 4°C. Next, cells were incubated with antibody mix for 20 min in 4 °C. *For SC* cells, the antibodies that were used for extracellular membranal antigen staining are detailed in Additional file 2: Table S1. After staining with extracellular antibodies, cells were washed 3 times and were run using CytoFLEX LX instrument (Beckman Coulter, CA, United States).

*For splenocytes*, the antibodies that were used for extracellular membranal antigen staining are detailed in Additional file 2: Table S1. After staining with extracellular antibodies, splenocytes were washed 3 times, fixed and permeabilized using Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific, MA, United States) following manufacturer’s instructions. The next day, cells were washed 3 times with permeabilization buffer and blocked using rat serum (2 µl for 90 µl permeabilization buffer) for 5 min in room temperature. Then, cells were incubated with intracellular antibody mix for 20 min at room temperature. The antibodies that were used for intracellular staining are detailed in Additional file 2: Table S1. Next, cells were washed 3 times with permeabilization buffer and FACS staining buffer was added in the last wash and samples were run using CytoFLEX LX instrument (Beckman Coulter, CA, United States). Data were analyzed using CytExpert Acquisition and Analysis Software 2.4 (Beckman Coulter, CA, United States) and FlowJo software v10.7 (BD, NJ, United States). Gating strategies excluded dead cells, clumps, and debris and were set based on fluorescence minus one (FMO) and unstained samples for splenocytes and unstained samples for SC cells. All CD4 T-cell populations were gated from lymphocytes (SSC-A vs FSC-A), live cells (Fixable Viability Dye vs FSC-A), single cells (SSC-A vs SSC-H) and were calculated as percentage from CD3^+^CD4^+^ or from effector memory (EM) (CD44^+^CD62L^−^) populations (Additional file 1: Fig. S1A).

### Bulk RNA sequencing

Mice were euthanized with an overdose of isoflurane and perfused with cold PBS. Then, SCs were extracted as detailed in tissue collection and processing section, transferred into RNase-free tubes and immediately cryopreserved using liquid nitrogen. RNA was extracted from lumbar region of SC using RNeasy plus mini kit (Qiagen, Germany), according to manufacturer’s instructions. RNA was quantified using Qubit (Thermo Fisher Scientific, MA, United States) and its integrity was assessed using Bioanalyzer (Agilent Technologies, CA, United States). RNA was diluted to a concentration of 5–10 ng/µl and MARS-Seq protocol was used to generate RNA-seq libraries [34, 35].

### RNA-Seq data analysis

Analysis was performed on combined data from 2 independent experiments with overall 10 SOD1^G37R^ mice and 10 littermate control mice. One experiment included 3 female SOD1^G37R^ mice, 3 female littermate control mice, 3 male SOD1^G37R^ mice and 3 male littermate control mice. The other experiment included 4 male SOD1^G37R^ mice and 4 male littermate control mice.

Initial analysis of the raw sequence reads was carried out using the NeatSeq-Flow platform [36]. The sequences were quality trimmed and filtered using Trim Galore (v0.4.5) and cutadapt (v1.15). Alignment of the reads to the mouse genome (GRCm38) was done using STAR (v2.5.2a) [37]. The number of reads per gene per sample was counted using RSEM (v1.2.28) [38]. Quality assessment (QA) of the process was carried out using FASTQC (v0.11.8) and MultiQC (v1.0.dev0) [39]. After trimming, each sample had on average 79M reads with an average sequence length of 74.4 bp.

Statistical testing for identification of differentially expressed genes, batch correction, gene annotation, clustering and enrichment analysis were performed with the DESeq2 module within the NeatSeq-Flow platform [36]. Batch correction was done using the SVA/Combat R package. Gene annotation was done using the "AnnotationHub" R package (snapshot: 2020–04-27). The statistical analysis was performed using the DESeq2 [40] R package. For comparison (Contrast) between groups, the statistical model considered two effects: the treatment group and the batch (experiment). The analysis produced *P*-adjusted, and fold of change (FC) per gene. Genes with *P*-adjusted < 0.05 were considered Differentially Expressed (DE). KEGG Enrichment analysis was performed using the clusterProfiler [41] (v3.16.0) R package.

### Immunohistochemistry

Mice were euthanized with an overdose of isoflurane and perfused with cold PBS. Then, SCs were extracted as detailed in tissue collection and processing, immersed in 4% paraformaldehyde solution at 4 °C overnight, transferred to a freshly prepared 30% sucrose solution at 4 °C for 24 h and fixed in OCT (Tissue-Tek, Torrance, CA). Transverse sections (40 µm) of SCs were produced using a Leica CM3050S Research Cryostat (Leica Biosystems, Germany) with object and chamber temperature of − 25 °C. Sections kept at − 20 °C in cryopreservation solution (25% glycerol, 25% ethylene glycol, and 50% PBS). Sections were rinsed twice in 0.05% Tween 20 washing solution and permeabilized in a 0.5% Triton X-100 solution for 30 min. Prior to staining, sections were blocked with 10% serum of secondary antibody and 1% BSA solution. The primary antibodies that were used for immunohistochemistry staining are detailed in Additional file 3: Table S2. The antibodies used for secondary staining are detailed in Additional file 3: Table S2.

### Confocal image analysis

Confocal images were generated with a 4-channel Olympus XI81-ZDC confocal microscope (Olympus, Hamburg, Germany) at a 1024 × 1024pixel resolution with ×20, or ×60 objectives. To generate 3D images, z-stack of at least 40 μm thickness, with serial images taken every 1 μm, was imaged using confocal microscope and reconstructed using IMARIS 9.8 software (Oxford Instruments, United Kingdom).

### Statistical analysis

Data are presented as mean ± SEM. Statistical evaluations were performed using the non-parametric Mann–Whitney U test, Spearman's rank correlation test, and Wilcoxon matched-pairs signed rank test  Further details of the RNA-Seq statistical analysis are detailed in RNA-Seq data analysis section. All analyses were executed with a *P* < 0.05 threshold for statistical significance.

## Results

### CD4 T-cell subsets in spleens of symptomatic late-onset SOD1^G37R^ mice exhibit enhanced effector functions compared with symptomatic early-onset SOD1^G93A^ mice

Splenocytes were isolated from spleens of symptomatic SOD1^G37R^ mice (stage 2, approximately 370 days of age) and SOD1^G93A^ (stage 2, approximately 130 days of age), during which foot-dragging or toe-curling is observed during walking [42] (Fig. 1A).

**Fig. 1:**
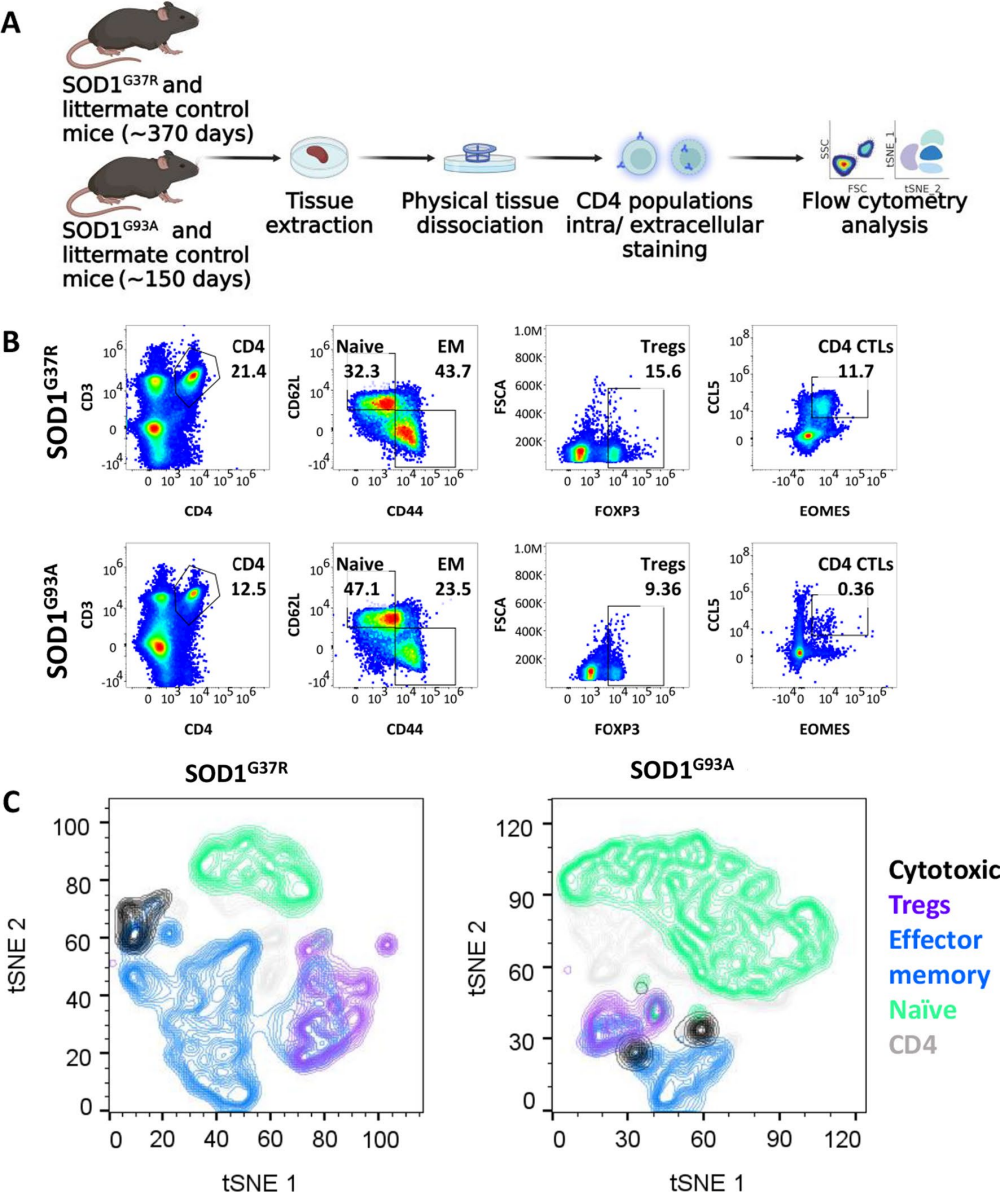

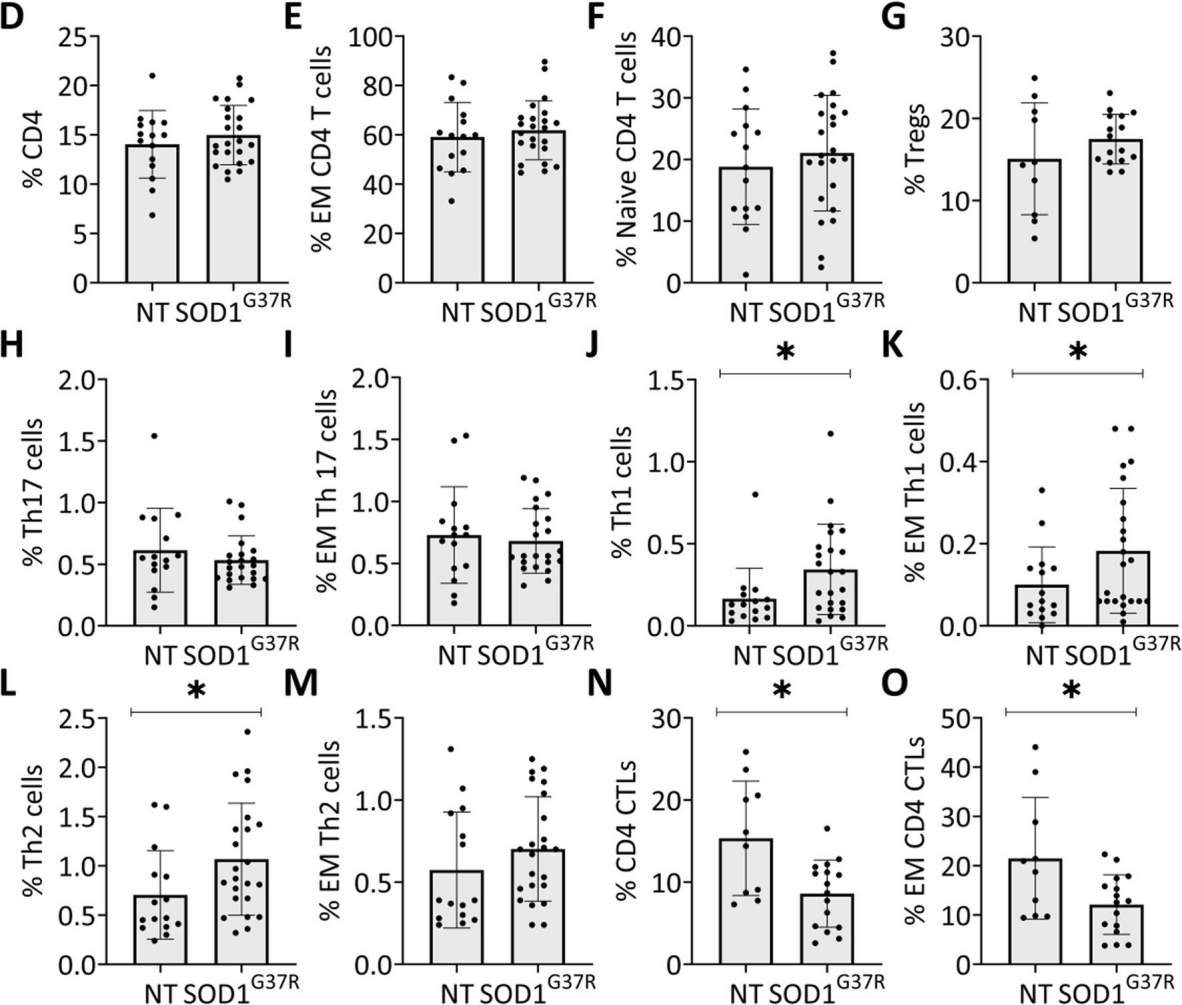
Increased frequencies of effector CD4 T-cell subsets in spleens of symptomatic, late-onset, SOD1^G37R^ mice. **A** Splenocytes from mutant SOD1^G37R^ and SOD1^G93A^ mice were mechanically dissociated, immunostained for CD4 T-cell markers, and analyzed with flow cytometry. CD4 T-cell populations were gated from lymphocytes (SSC-A vs FSC-A), live cells (Fixable Viability Dye vs FSC-A), and single cells (SSC-A vs SSC-H). **B** CD4 T-cell subsets in late-onset SOD1^G37R^ (upper panels) and early-onset SOD1^G93A^ (lower panels) mice (gating strategy is shown in Additional file 1: Fig. S1A). **C** tSNE plot of CD4 T-cell subset distribution in symptomatic late-onset SOD1^G37R^ (*n* = 3) and in early-onset SOD1^G93A^ mice (*n* = 3). **D**–**O** CD4 T-cell subset frequency in spleens of NT mice (*n* = 15, **D**–**F** and **H**–**M**; *n* = 10, **G**, **N** and **O**) and SOD1^G37R^ mice (*n* = 23, **D**–**F** and **H**–**M**; *n* = 16, **G**, **N** and **O**), shown as percentage of CD4 or EM CD4 T cells (mean ± SEM). *P ≤ 0.05, two-tailed Mann–Whitney U-test

To assess general differences in CD4 T-cell distribution between late-onset SOD1^G37R^ and early-onset SOD1^G93A^ mice, tSNE analysis of flow cytometry data was performed. tSNE plot indicates differences in CD4 T-cell subset distribution between both models **(**Fig. 1C**)**. Compared with early-onset SOD1^G93A^ mice, splenocytes from late-onset SOD1^G37R^ mice exhibited increased frequencies of EM CD4 T cells, Tregs and cytotoxic CD4 T cells (CTLs) along with reduced frequencies of the naïve population (Fig. 1C and Additional file 4: Table S3), similar to littermate controls (Additional file 1: Fig. S1B and Additional file 4: Table S3). When comparing to littermate controls, late-onset SOD1^G37R^ mice exhibited no difference in frequencies of CD4 (CD3^+^CD4^+^), EM (CD3^+^CD4^+^CD44^+^CD62L^−^), naïve (CD3^+^CD4^+^CD44^+^CD62L^−^), Tregs (CD3^+^CD4^+^FOXP3^+^), Th17 (CD3^+^CD4^+^RORγ^+^), and EM Th17 (CD3^+^CD4^+^CD44^+^CD62L^−^RORγ^+^) cells (Fig. 1D–I). Notably, splenocytes from the late-onset SOD1^G37R^ mice exhibited increased frequencies of proinflammatory Th1 (CD3^+^CD4^+^Tbet^high^), EM Th1 (CD3^+^CD4^+^ CD44^+^CD62L^−^Tbet^high^), anti-inflammatory Th2 (CD3^+^CD4^+^ GATA3^high^), but not EM Th2 (CD3^+^CD4^+ +^CD44^+^CD62L^−^GATA3^high^) cells **(**Fig. 1J–M); differences which were not observed in SOD1^G93A^ mice **(**Additional file 1: Fig. S1C-N and Additional file 4: Table S3). Interestingly, we also observed reduced frequencies of CD4 CTLs (CD3^+^CD4^+^CCL5^+^EOMES^+^) and EM CD4 CTLs (CD3^+^CD4^+^CD44^+^CD62L^−^CCL5^+^EOMES^+^) (Fig. 1N–O), cells which were recently implicated in aging and ALS [29, 31]. Together, our results reveal a shift with age and disease towards effector phenotypes of CD4 T cells in symptomatic late-onset SOD1^G37R^ which may aggravate disease progression.

### Effector phenotypes of CD4 T cells correlate with disease severity in SOD1^G37R^ mice

To determine whether alterations in frequencies of CD4 T-cell subsets correlate with disease progression, SOD1^G37R^ mice were subjected to weekly weight assessment from disease onset. Upon reaching stage 2, mice were killed, and spleens were excised for flow cytometry analysis (Fig. 2A). As shown in Fig. 2B, weight plotted over time for both SOD1^G37R^ mice and age- and sex-matched littermate controls shows that individual SOD1^G37R^ mice variably lose weight during disease progression (Fig. 2B). To determine whether age- and disease-related CD4 T cell subsets contribute to disease severity, we correlated their frequency with weight ratio, defined as the weight at stage 2 (approximately 370 days old), divided by weight at 240 days old. Lower weight ratio values indicate enhanced disease progression in SOD1^G37R^ mice [42]. Notably, whereas the frequency of CD3+, CD4+, naïve CD4 T cells, Tregs, and Th2/Th1 ratio did not correlate with weight loss (Fig. 2C–G), frequencies of EM CD4 T cells and CD4 CTLs correlated with weight loss **(**Fig. 2H, I). In addition, there was a strong trend for the correlation between frequencies of exhausted CD4 T cells and weight loss **(**Fig. 2J). These findings highlight a potential role of circulating effector T cells and CD4 CTLs in shaping the disease course in SOD1^G37R^ mice.

**Fig. 2:**
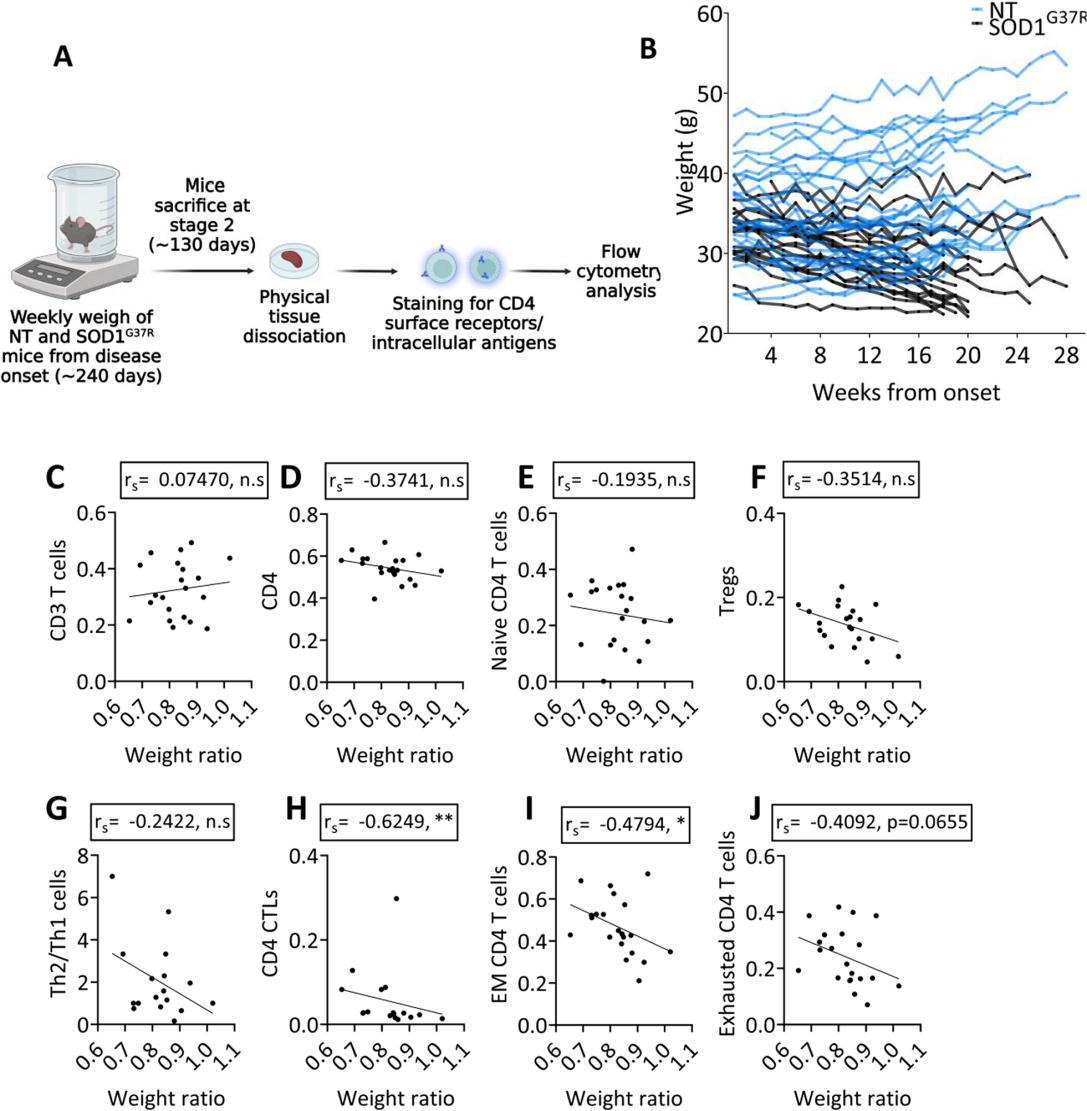
Cytotoxic and effector phenotypes of CD4 T-cell populations correlate with disease progression of mutant SOD1^G37R^ mice. **A** Mice were weighted from disease onset until symptomatic stage 2. Spleens were mechanically dissociated, immunostained for CD4 T-cell markers, and flow cytometry was performed. **B** Weight loss curves of SOD1^G37R^ mice starting from disease onset (approximately 240 days). **C**–**J** Correlations between CD4 T-cell populations and weight ratio in SOD1^G37R^ mice (*n* = 21, **C**–**G** and **I**–**J**; *n* = 17, **H**). *P ≤ 0.05, Spearman's rank correlation

### CD4 T cells infiltrate the spinal cord of SOD1^G37R^ mice exhibiting effector and exhausted phenotypes

To determine whether the correlation of effector CD4 T cells with disease severity parallel the inflammatory process in the SC, we characterized the infiltrating T cells with flow cytometry. To that end, whole SCs were isolated from symptomatic mutant SOD1^G37R^ and littermate controls (stage 2, approximately 370 days of age) and symptomatic mutant SOD1^G93A^ (stage 2, approximately 130 days of age) and age-matched littermate controls, mechanically dissociated, and stained for surface receptors. All CD4 T-cell subsets were calculated as event number or percentage from CD3+ CD4+ or CD3+ CD8+ T cells (Fig. 3A, B). Whereas the event number of CD4 and CD8 T cells in whole SCs was greater in SOD1^G37R^ mice as compared with littermate controls (Fig. 3C, D), there was only a trend increase in SCs of SOD1^G93A^ mice (Additional file 1: Fig. S2). Furthermore, frequencies of infiltrating CD4 and CD8 T cells were strongly correlated in SOD1^G37R^ mice **(**Fig. 3E). Within the CD4 T-cell population of SOD1^G37R^ mice, event number of CXCR3^+^CCR6^−^ (Th1), CD81 (induced in formation of immunologic synapse) [43], PD1 and LAG-3 (inhibitory receptors) [44] and CD69 (activation marker) [43] were all increased compared with littermate controls (Fig. 3F). Similarly, within CD8 T cells, Lag3, CD81, PD1 and CD69 were highly expressed compared with controls (Fig. 3G). Notably, whereas most of the activated CD4+ CD69+ T cells (77.77% ± 2.34% of the infiltrating CD4 T cells) in the SC of SOD1^G37R^ mice were CD81+ (38.37% ± 2.65%), most of the activated CD8 T cells (91.74% ± 1.05% of the infiltrating CD8 T cells) were Lag3+ (46.38% ± 4.33) and PD1+ Lag3+ (48.44% ± 4.44%) (Fig. 3H), indicating a pronounced T-cell response with greater exhaustion of the CD8 subset.

**Fig. 3:**
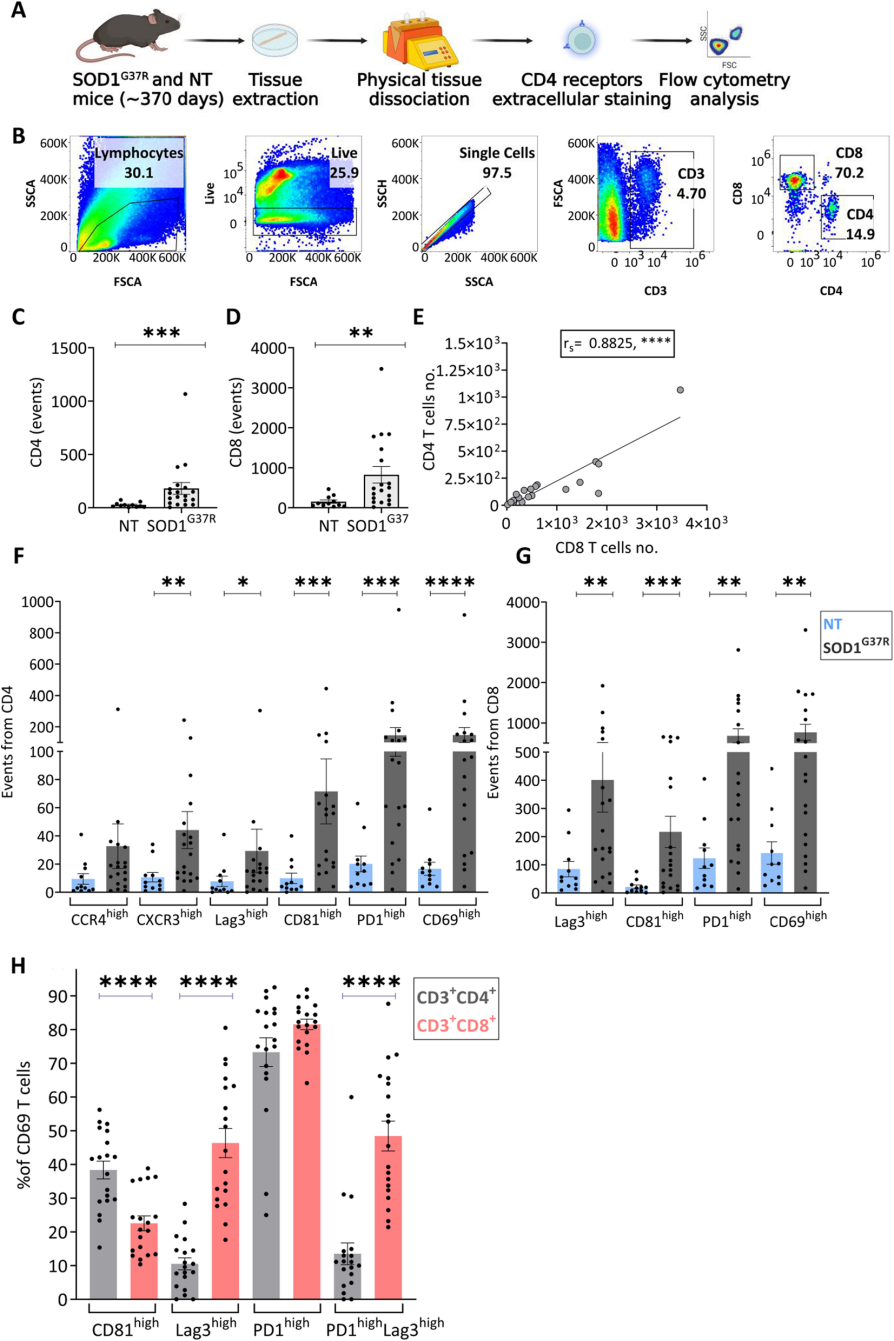
Activated and exhausted CD4 T cells infiltrate the spinal cord of mutant SOD1^G37R^ mice. **A** SCs from symptomatic mutant SOD1^G37R^ mice were mechanically dissociated and immunostained for flow cytometry. **B** Gating strategy for flow cytometry analysis; all T-cell populations were gated from lymphocytes (SSC-A vs FSC-A), live cells (Fixable Viability Dye vs FSC-A), single cells (SSC-A vs SSC-H). **C**, **D** Event number of CD4 and CD8 T cells in the SC of NT (*n* = 11) and symptomatic SOD1^G37R^ (*n* = 19) mice. **E** Correlation of event number of CD4 T cells and CD8 T cells. ****P ≤ 0.0001, Spearman's rank correlation. **F** Event numbers representing cells expressing CD4 T-cell receptors in SCs of NT (*n* = 11) and SOD1^G37R^ (*n* = 19) mice. **G** Event numbers representing cells expressing CD8 T-cell receptors in SCs of NT (*n* = 11) and SOD1^G37R^ (*n* = 19) mice. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, Mann–Whitney U test. **H** Percentage of CD69^high^CD4^+^ and CD69^high^CD8^+^ T cells expressing activation and exhaustion receptors (mean ± SEM) in SC of symptomatic SOD1^G37R^ mice. ****P ≤ 0.0001, Wilcoxon matched-pairs signed rank test.

### Neuroinflammation and T cell-mediated pathways are upregulated in spinal cords of mutant SOD1^G37R^ mice

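Bulk RNA sequencing covered the lumbar spinal cord of 10 SOD1-G37R mice and 10 non-transgenic (NT) littermates at about 370 days of age. SOD1-G37R mice carry a mutant human SOD1 transgene and develop a late-onset motor neuron disease. Experiment 1 held 3 females and 3 males of each genotype, and experiment 2 held 4 males of each genotype. Libraries were made by bulk MARS-seq, which reads the ends of polyadenylated transcripts and tags each molecule. The authors trimmed the reads with Trim Galore 0.4.5 and cutadapt, aligned them to GRCm38 with STAR 2.5.2a, counted them with RSEM 1.2.28 and removed the difference between experiments with SVA/ComBat. Their deposited table holds 1 value per mouse for 15524 genes. These values run from -0.79 to 14.8, and 2.22% of them lie below 0, so they are values on a log2 scale and not counts. Against the authors' own fold changes, differences between the genotypes rose with a slope of 0.82 for genes above a level of 8 but of 0.09 for genes below a level of 2, so the change of weakly expressed genes is understated. The table gives no read totals, and the depth of each mouse is therefore unknown here. The paper states a mean over the samples, and the key of Fig. 4B marks library sizes far below it. Genotypes were compared with limma 3.58.1 on the values as deposited, with genotype and experiment in the model. Each log2 fold change below is the difference SOD1-G37R minus NT on that scale, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 15524 genes. In simulated data with the level and spread of each gene and independent noise, 200 genes above the median level were changed. The same fit called 91.5% of them at a log2 change of 0.5 and 13.5% at a change of 0.25. Changes in weaker genes, such as the T-cell markers with a median level of 1.28, were not simulated. Another 33 lists of cell type and pathway genes were tested with camera against all other genes, at a preset correlation between genes of 0.01 and again at an estimated one. Camera p-values below are those of the preset correlation unless stated, and they are too small for lists whose genes vary together. At the estimated correlation the smallest camera adjusted p over both experiments was 0.0064. The lists, the tests and the rule for naming genes were set before the data were examined.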

To explore the genes involved in disease progression of mutant SOD1^G37R^ mice, RNA was extracted from lumbar SCs of 10 SOD1^G37R^ and 10 littermate control mice and was subjected to bulk RNA-seq (Fig. 4A and Additional file 5: Table S4). 

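Gene expression in the 10 SOD1-G37R spinal cords differed from that in the 10 NT cords along the first principal component of the 500 most variable genes. Genes of microglia, macrophages and reactive astrocytes carried the largest positive weights on this component, led by Serpina3n, Lgals3, Cd68, Lyz2 and Fcrls. Among the most negative weights were those of Nefh and Nefm, which encode neurofilament subunits, and of Itih3. PC1 scores averaged 12.5 ± 4.18 (SD, n = 10) in SOD1-G37R mice and -12.5 ± 2.34 (SD, n = 10) in NT mice. The lowest SOD1-G37R mouse, male 4 of experiment 2, scored 3.68 and the highest NT mouse scored -7.90 (two-sided permutation test, p = 2.0e-05, the smallest that 100000 resamples can give). In experiment 1 alone, SOD1-G37R scores ran from 9.71 to 16.9 and NT scores from -15.5 to -11.4. In experiment 2 they ran from 3.68 to 18.1 and from -12.6 to -7.90. PC1 held 70.6% of the variance, and 40.6% when all genes entered in place of the 500 most variable. PC2 held 5.52% and its scores did not differ between the genotypes by the permutation test (p = 0.826).

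**Figure D1:**
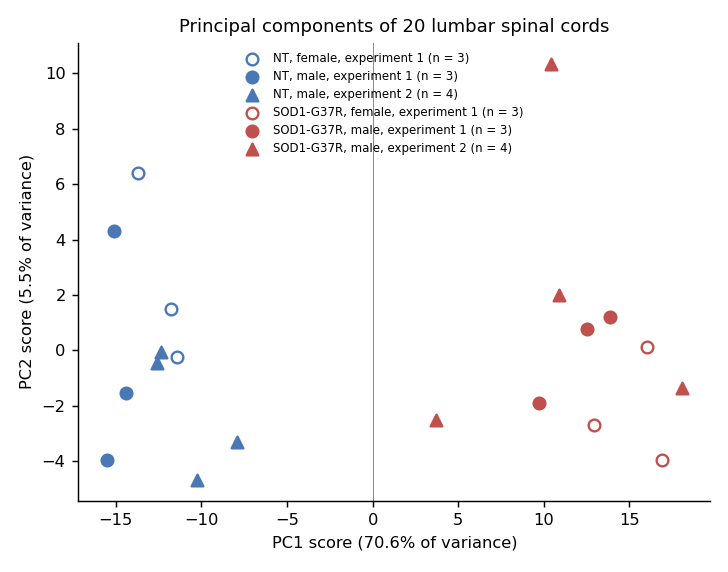
PC1 and PC2 scores of the 20 mice from the 500 most variable genes, 1 point per mouse, by genotype, sex and experiment, with the share of variance on each axis. SOD1-G37R mice lie between 3.68 and 18.1 on PC1 and NT mice between -15.5 and -7.90.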

A principal component analysis (PCA) was conducted and demonstrated a clear separation between SOD1^G37R^ mice and controls (Fig. 4B). A volcano plot prominently highlighted upregulated genes related to immune cell activation (e.g., IL-2rg, CD44), complement system (e.g., C1qa, C1qc, C4b), and leukocyte migration (e.g., ICAM-1) (Additional file 1: Fig. S3A). Accordingly, Gene Ontology (GO) analysis highlights various processes related to immune system activation and inflammation (Fig. 4C and Additional file 6: Table S5) including an upregulation of genes related to immune system process (gene ratio: 0.2438, Padj = 8.278E−63) and cytokine production (gene ratio: 0.1003, Padj = 3.770E−38) (Fig. 4C, D). Furthermore, there was upregulation of genes associated with CD4 T-cell activation pathway (gene ratio: 0.0144, Padj = 9.505E−07); for instance, CD44 which contributes to the activation, migration, and effector functions of T cells; CD81 which plays a role in various aspects of CD4 T-cell activation and function, CD3 signaling, immune synapse formation and migration [43]; IL2RG which is a critical component of IL-2 receptor complexes, and its presence is essential for various CD4 T-cell functions, including activation, proliferation, differentiation, and immune regulation (Fig. 4C, D; Additional file 6: Table S5).

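The spinal cords of SOD1-G37R mice held 2290 genes at a higher level and 1830 at a lower level than those of NT mice. Among genes above the median level, the largest rises included Serpina3n, a protease inhibitor of reactive astrocytes, at a log2 fold change of 3.30 (standard error 0.105, limma adjusted p = 1.8e-16), and Lgals3 at 3.06, Cd68 at 2.89 and Lyz2 at 2.81, genes of activated microglia and macrophages. C1qa, a subunit of the complement C1q complex on chromosome 4 of GRCm38 from 136895917 to 136898803, had a level of 9.15 ± 0.247 (SD, n = 10) in NT mice and 11.2 ± 0.279 (SD, n = 10) in SOD1-G37R mice. Its log2 fold change was 2.00 (standard error 0.109, limma adjusted p = 2.4e-12), and it was 2.11 within experiment 1 and 1.84 within experiment 2. C1qc, another C1q subunit, rose by 2.22 (limma adjusted p = 3.0e-13). C4b, on chromosome 17 from 34728380 to 34743882, rose by 1.98 (limma adjusted p = 4.0e-12), although reads of its near-identical copy C4a can be counted to it. Of 16 measured complement genes, 13 were higher, 1 was lower and 2 did not pass the test (14 higher and 1 lower when adjusted over the list alone), and the list as a whole rose (camera adjusted p = 7.2e-14). At the estimated correlation its camera adjusted p was 0.0064.
Il2rg, the shared gamma chain of several interleukin receptors, lies on chromosome X from 101264378 to 101268255 (ENSMUSG00000031304). Its level was 2.96 ± 0.146 (SD, n = 10) in NT mice and 3.71 ± 0.247 (SD, n = 10) in SOD1-G37R mice, a log2 fold change of 0.75 (standard error 0.0884, limma adjusted p = 6.5e-07), with no overlap of the genotypes within either experiment. Cd44, a hyaluronan receptor of activated leukocytes and glia, lies on chromosome 2 from 102811141 to 102901665. It rose from 3.72 ± 0.310 to 4.82 ± 0.413 (SD, n = 10 each), by 1.10 (standard error 0.146, limma adjusted p = 3.5e-06). Within experiment 2 its rise was 0.81 and the values of the genotypes overlapped. Icam1, an endothelial ligand of leukocyte integrins, rose by 0.87 (limma adjusted p = 5.6e-07). The deposited scale understates change at low levels. The authors' own linear folds were 5.00 for Il2rg, 4.74 for Cd44 and 6.87 for Icam1. Of 22 measured genes of leukocyte adhesion and migration, 16 were higher, 1 was lower and 5 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 4.6e-08). Itgb2, the beta chain of the leukocyte integrins, rose by 1.83 and Cxcl16, a chemokine, by 1.63.
The separate experiments called 2030 genes higher and 1720 lower in experiment 1, and 493 higher and 65 lower in experiment 2. When each mouse was centred on its own median, a scaling chosen after seeing the data, 1645 genes were higher and 2945 lower, so that the share of higher genes among all called fell from 55.6% to 35.8%.

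**Figure D2:**
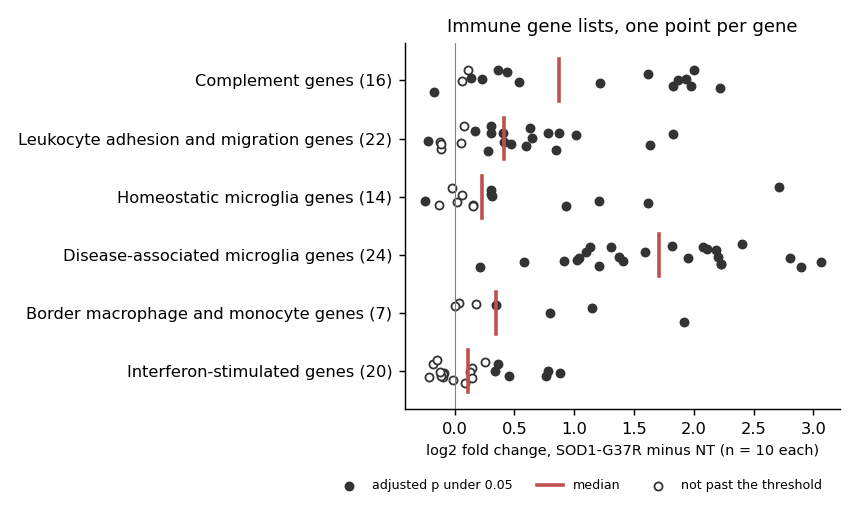
Log2 fold changes, SOD1-G37R minus NT mice (n = 10 each), of the members of 6 lists, 1 point per gene with its list's median as a line. Filled points have an adjusted p under 0.05 and open points do not. The medians run from 0.11 for interferon-stimulated genes to 1.71 for disease-associated microglia genes, and 3 of the 6 lists hold a gene that was lower.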

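Genes of disease-associated microglia, several of which other macrophages also express, rose in SOD1-G37R cords. All 24 genes of the disease-associated microglia list were higher, also when adjusted over the list alone, with a median log2 fold change of 1.71 (camera adjusted p = 1.4e-35). That p rests on the preset correlation. At the estimated correlation of 0.538 the camera adjusted p was 0.0067, and in experiment 2 only it was 0.0720. Trem2, a lipid receptor of microglia, rose by 2.18 and Tyrobp, its signalling adaptor, by 2.22. Of 14 homeostatic microglia genes, 7 were higher, 1 was lower and 6 did not pass the test (8 higher and 1 lower when adjusted over the list alone), with a median of 0.23 (camera adjusted p = 1.9e-04). Fcrls at 2.71, Cx3cr1 at 1.21 and Csf1r at 0.93 were among its strongest rises. Aif1, which encodes the microglial marker Iba1, rose from 5.28 ± 0.261 to 6.49 ± 0.329 (SD, n = 10 each, limma adjusted p = 4.8e-08).
Of 2227 higher genes with a Gene Ontology term, 502 belonged to the immune system process, a gene ratio of 0.225. That term holds 1556 of the 13537 annotated genes, a 1.96-fold enrichment (one-sided hypergeometric test, p = 2.9e-60 adjusted over 9 terms), and 130 of its genes were lower. Cytokine production counted 197 higher genes, a gene ratio of 0.0885 (adjusted p = 8.7e-33), and 36 lower ones. The paper took these terms from the same mice, so their enrichment here is not independent evidence. Of 7 measured genes of border macrophages and monocytes, 4 were higher and 3 did not pass the test (5 higher when adjusted over the list alone, camera adjusted p = 2.5e-04), led by Ms4a7 at 1.92, with Fn1 at 0.80. Of 20 interferon-stimulated genes, 6 were higher and 14 did not pass the test (7 higher when adjusted over the list alone), and the list as a whole was not called (camera adjusted p = 0.052). Ifitm3 at 0.88 and Cxcl10 at 0.78 led it. Only 2 neutrophil genes were measured. Csf3r, also expressed by microglia, rose by 0.93 and Mmp9, which large motor neurons express as well, fell by 0.54, with the same counts when adjusted over the list alone (camera adjusted p = 0.539). Of 2 measured genes of B cells and plasma cells, Ighm fell by 0.59 and Igkc differed by 0.00, again with the same counts when adjusted over the list alone (camera adjusted p = 0.16). In males of experiment 2, Igkc stood at -0.094 in NT and -0.080 in SOD1-G37R mice, at the low end of the scale, so its difference says little. These 2 genes cannot show whether B cells changed.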

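Receptors found on activated T cells rose in SOD1-G37R cords, whereas genes of the T-cell receptor complex and its signalling did not pass the test. Of 6 measured T-cell activation and exhaustion receptors, 5 were higher and 1 did not pass the test (6 higher when adjusted over the list alone, camera adjusted p = 8.5e-06). Within single experiments, 5 of them were called in experiment 1 and 2 in experiment 2. With an estimated correlation the list passed camera in experiment 1 (adjusted p = 0.0102) but not in experiment 2 (adjusted p = 0.0816). Pdcd1, which encodes PD1, rose from 2.26 ± 0.0889 to 2.97 ± 0.243 (SD, n = 10 each), a log2 fold change of 0.72 (limma adjusted p = 4.2e-07). Lag3 rose by 0.47 (limma adjusted p = 3.9e-04). Cd81, a tetraspanin that glia also express, stood at 10.7 ± 0.121 in NT mice and 11.2 ± 0.162 in SOD1-G37R mice (SD, n = 10 each), a rise of 0.48 (limma adjusted p = 8.8e-06). These rises cannot be ranked by size, since the deposited scale compresses the weaker Pdcd1 and Lag3 more than Cd81. The authors' own linear folds were 14.3 for Pdcd1, 2.22 for Lag3 and 1.48 for Cd81. Of 9 measured T-cell markers, out of 22 listed, none passed the test, and none did when adjusted over the list alone (camera adjusted p = 0.479). Cd8a had a log2 fold change of 0.13 (limma adjusted p = 0.077), Cd5 of 0.12 (0.113), Trac of 0.20 (0.127) and Trbc2 of 0.14 (0.231). The authors' deposited table, by contrast, calls Cd8a 7.72-fold higher (adjusted p = 0.0081) and Cd5 6.87-fold higher (adjusted p = 0.019), and it does not call Trac (0.201) or Trbc2 (0.197). The median level of the 9 genes was 1.28, where the deposited scale understates differences, although Trac at 3.48 and Bcl11b at 4.03 lie higher and some Fig. 4D genes below a level of 1 were called. A change in the RNA of T-cell markers is thus neither shown nor excluded by limma on these values. By flow cytometry, the paper counted more CD4 and CD8 T cells in whole cords of SOD1-G37R mice than of littermates. Its staining of lumbar sections also showed more CD4 T cells. Cd4, Cd3e, Cd69, Cxcr3 and Ccr6 were not analysed here.
Among genes annotated to CD4-positive alpha-beta T-cell activation, 29 of 68 were higher, 3 were lower and 36 did not pass the test, a gene ratio of 0.0130 (one-sided hypergeometric test, adjusted p = 3.7e-07). Of the 30 genes labelled in Fig. 4D, which the study chose on these samples, 27 were higher and 2 were lower. Nckap1l, a regulator of leukocyte actin, rose by 1.38, Tgfb1 by 1.26, Ly9 by 1.21, Bcl3 by 1.04 and Cebpb by 1.02. Mtor had a log2 fold change of -0.48 and Prkcz of -0.22 (limma adjusted p = 0.029). Jak3 stood at 0.26 (limma adjusted p = 0.067). Of 4 measured red blood cell genes, none passed the test or did so when adjusted over the list alone (median 0.69, camera adjusted p = 0.282), and within experiment 2 the list passed camera at the preset correlation (adjusted p = 0.0028) but not with an estimated correlation (adjusted p = 0.260).

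**Figure D3:**
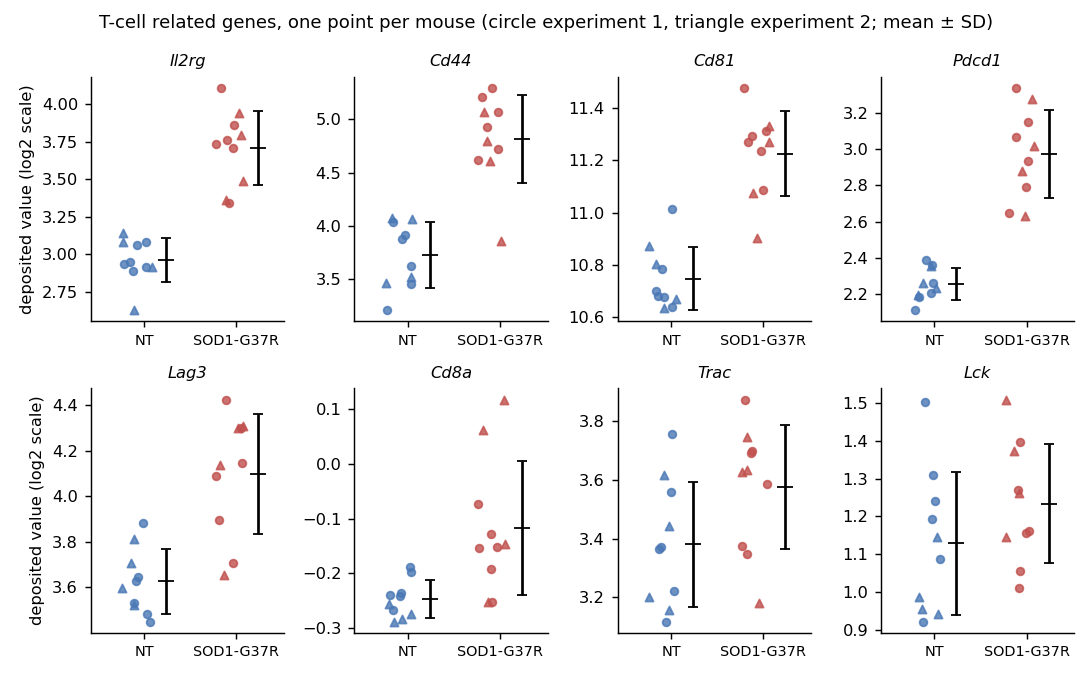
Deposited values on the log2 scale of 8 T-cell related genes, 1 point per mouse (circles experiment 1, triangles experiment 2), with the mean and SD of 10 NT and 10 SOD1-G37R mice beside the points. Each axis spans its gene's own range and does not start at 0. Il2rg and Pdcd1 separate the genotypes, while Cd44, Cd81, Lag3, Cd8a, Trac and Lck overlap.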

**Fig. 4:**
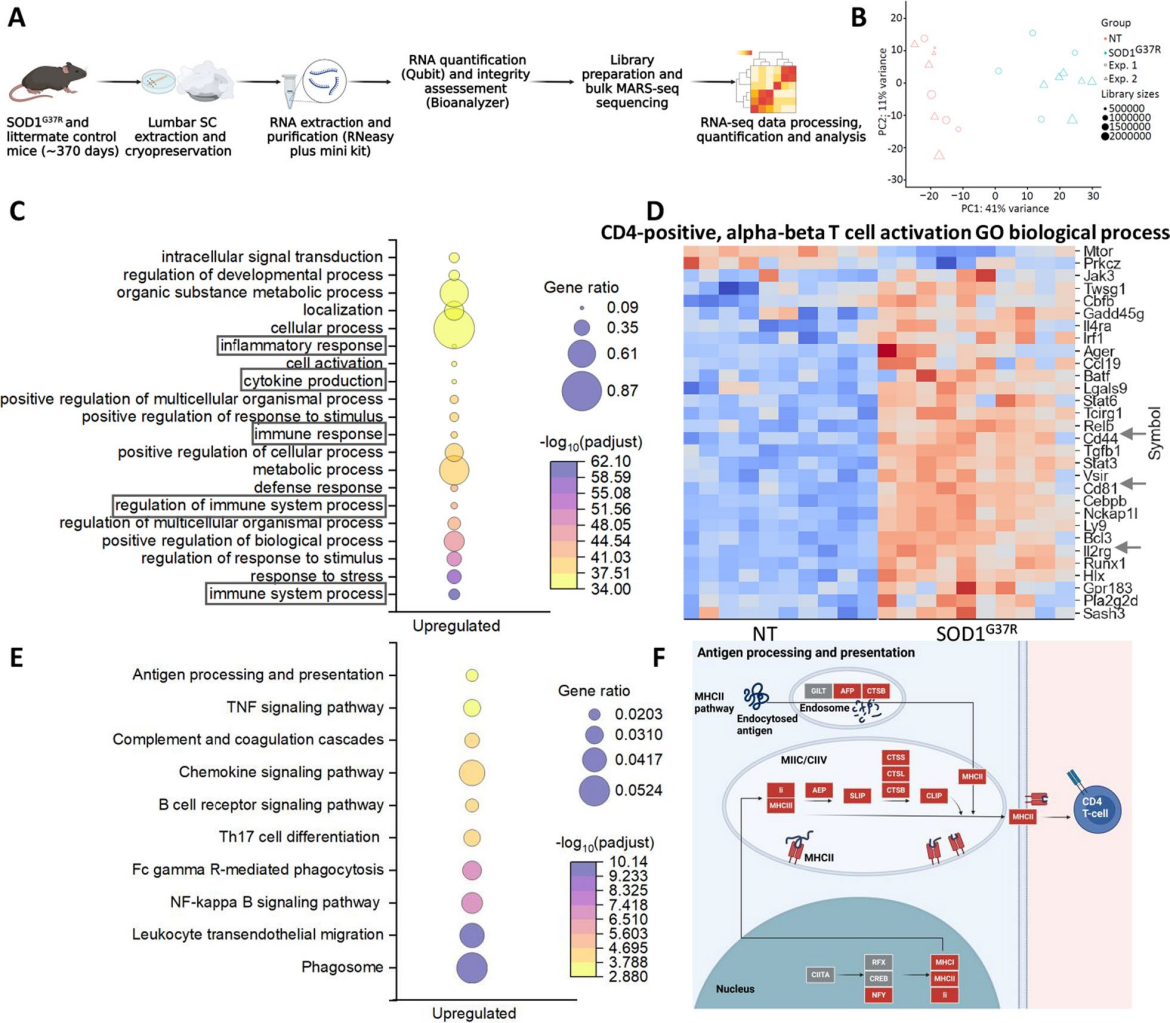
Immune and antigen presentation related pathways are upregulated in the spinal cord of mutant SOD1^G37R^ mice. **A** The lumbar region of the SC was extracted and cryopreserved, RNA was extracted and quantified, library was prepared and bulk RNA-seq was performed. **B** PCA analysis representing the gene expression profiles of symptomatic mutant SOD1^G37R^ mice (*n* = 10) compared with NT mice (*n* = 10). **C** Plot showing the ten most upregulated GO biological processes in the SC of symptomatic mutant SOD1^G37R^ mice compared with NT mice. **D** Heatmap of differentially expressed genes (see arrows) in the SC of symptomatic mutant SOD1^G37R^ and NT mice that are involved in CD4 T-cell activation biological processes (GO:0035710). **E** Upregulated immune-related KEGG pathways. **F** Genes upregulated (red) or unchanged (grey) in KEGG pathway for antigen processing and presentation

KEGG pathway analysis provides further insight into mechanisms that support CD4 T-cell migration and activity. These include upregulation of the leukocyte transendothelial migration pathway (gene ratio: 0.0417, Padj = 7.332E−11) [45], NF-kappa B signaling pathway (gene ratio: 0.0359 Padj = 6.816E−08), Th17 cell differentiation (gene ratio: 0.0281, Padj = 9.489E−05), and antigen processing and presentation (gene ratio: 0.0204, Padj = 0.00126) (Fig. 4E; Additional file 7: Table S6) [46, 47]. 

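Genes of NF-kappa B signalling and of leukocyte passage across the endothelium rose in SOD1-G37R cords, while few genes that define T-helper subsets were measured. Of 19 measured NF-kappa B pathway genes, 17 were higher and 2 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.44, camera adjusted p = 3.6e-11). Tnfrsf1a, a receptor for TNF, rose by 1.37, Cd14, a co-receptor for bacterial lipopolysaccharide, by 1.32 and Tlr2 by 1.27. Of 4 measured T-helper subset genes, out of 15 listed, 1 was higher and 3 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.435). Gata3, a transcription factor of Th2 cells, stood at -0.03 and the chemokine gene Ccl5 at 0.11, neither of them called. Tbx21, Foxp3 and Eomes were not analysed here.
Of 1129 higher genes with a KEGG pathway, 43 belonged to leukocyte transendothelial migration, a gene ratio of 0.0381 (one-sided hypergeometric test, adjusted p = 2.2e-09), out of 87 measured genes of which 7 were lower. NF-kappa B signaling counted 41 higher and 2 lower of 79 genes, a gene ratio of 0.0363 (adjusted p = 9.3e-10). Th17 cell differentiation counted 29 higher and 5 lower of 73 genes, a gene ratio of 0.0257 (adjusted p = 1.3e-04), a call that was lost among the fewer higher genes with a log2 fold change over 1, where the gene ratio was a similar 0.024 (adjusted p = 0.231 for the term Th17 cell differentiation). The phagosome counted 56 higher and 19 lower of 114 genes (adjusted p = 1.4e-11). The background was the 5490 genes with a KEGG pathway in the table.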

As indicated in GO analysis (Additional file 1: Fig. S3B), Fig. 4F depicts a detailed representation of the antigen processing and presentation pathway, emphasizing genes central to enzymatic processing of antigens in the endosome (i.e., AEP and CTSB) and genes related to MHCII complex assembly (i.e., Ii, MHCII and CTSB/L/S), which were notably enhanced in SOD1^G37R^ mice (red boxes). Together, these results strongly suggest that CD4 T cells play a crucial role in the neuroinflammation observed in SOD1^G37R^ mice, likely through their increased activation, altered trafficking, and potential skewing towards a more inflammatory phenotype.

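Genes of MHC class II and of endosomal proteolysis rose together in SOD1-G37R cords. Of 8 measured MHC class II genes, 7 were higher and 1 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.61, camera adjusted p = 3.4e-06). Cd74, which encodes the invariant chain Ii, lies on chromosome 18 of GRCm38 from 60803848 to 60812652 (ENSMUSG00000024610). It rose from 5.00 ± 0.116 in NT mice to 6.51 ± 0.272 in SOD1-G37R mice (SD, n = 10 each), a log2 fold change of 1.50 (standard error 0.0896, limma adjusted p = 9.1e-12). H2-Aa, the MHC class II alpha chain on chromosome 17 from 34282744 to 34287823, rose from 4.43 ± 0.241 to 5.54 ± 0.335 (SD, n = 10 each), by 1.11 (standard error 0.120, limma adjusted p = 1.6e-07). H2-Ab1 rose by 0.82 (limma adjusted p = 0.0011) and H2-Eb1 by 0.42 (limma adjusted p = 0.0061). Within single experiments fewer of the 8 genes were called, 5 in experiment 1, where H2-Eb1 was not (adjusted p = 0.175), and 3 in experiment 2. With an estimated correlation the list passed in experiment 1 (adjusted p = 0.0140) but not in experiment 2 (adjusted p = 0.0816). H2-DMa and H2-DMb1, which load peptides onto class II molecules, rose by 0.52 and 0.70.
Of 12 endosomal antigen-processing enzymes, 11 were higher and 1 did not pass the test, also when adjusted over the list alone (median 1.34, camera adjusted p = 3.0e-15). At the estimated correlation this list had a camera adjusted p of 0.0067. Ctsd rose by 1.95, Ctsz by 1.85, Ctsl by 1.70 and Ctss by 1.64. Lgmn, which encodes AEP, rose from 8.39 ± 0.118 to 8.94 ± 0.181 (SD, n = 10 each, limma adjusted p = 2.9e-06). Ctsb rose by 0.55 (limma adjusted p = 0.0041), and its values overlapped between the genotypes. Ifi30, which encodes the thiol reductase GILT, rose from 4.23 ± 0.166 to 5.78 ± 0.352 (SD, n = 10 each), by 1.54 (limma adjusted p = 3.9e-10). Of 20 lysosomal genes, 19 were higher and 1 did not pass the test, also when adjusted over the list alone (camera adjusted p = 3.0e-18), with Cd63 at 1.82 and Laptm5 at 1.76. The lysosomal list had a camera adjusted p of 0.010 at the estimated correlation. Of 14 measured MHC class I genes, whose close copies can share reads, 9 were higher and 5 did not pass the test (10 higher when adjusted over the list alone, camera adjusted p = 9.0e-06), led by H2-K1 at 1.17 and Psmb8 at 0.97.
Among the transcription factors named here that bind class II promoters, only Nfya was called. Rfx5 at -0.03, Rfxank at 0.00, Rfxap at -0.11, Creb1 at -0.02, Nfyb at -0.20 and Nfyc at -0.05 did not pass the test, and Nfya rose by 0.34 (limma adjusted p = 0.0035). Its size cannot be ranked against those of the class II genes here, since the deposited scale compresses weaker genes more. In the authors' deposited table the linear fold was 1.78 for Nfya, against 1.84 for H2-DMa and 5.05 for Cd74. In the KEGG pathway of antigen processing and presentation, 22 of 47 genes were higher and 1 was lower, a gene ratio of 0.0195 (one-sided hypergeometric test, adjusted p = 5.2e-05). In the Gene Ontology term of the same name, 39 of 76 genes were higher and 5 lower (adjusted p = 7.1e-12). Ciita and H2-DMb2 were not analysed here.

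**Figure D4:**
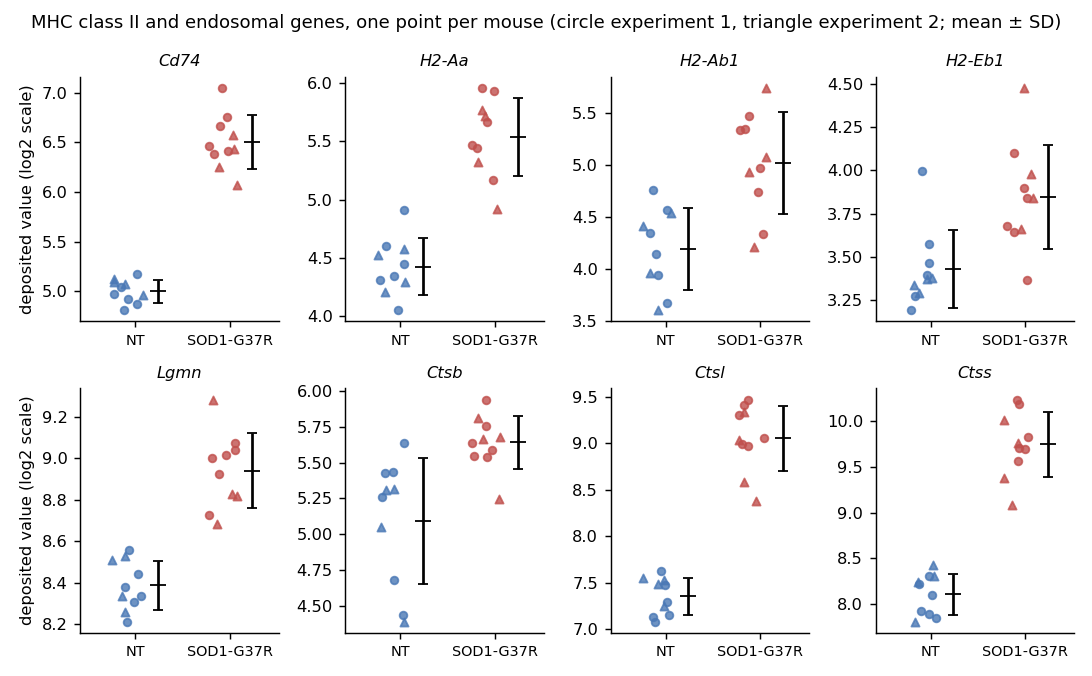
Deposited values on the log2 scale of 4 MHC class II genes and 4 endosomal genes, 1 point per mouse (circles experiment 1, triangles experiment 2), with the mean and SD of 10 NT and 10 SOD1-G37R mice beside the points. Each axis spans its gene's own range and does not start at 0. Cd74, Lgmn, Ctsl and Ctss separate the genotypes, while H2-Ab1, H2-Eb1 and Ctsb overlap.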

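Il2rg, which the paper ties to CD4 T-cell activation, and H2-Aa and Cd74, genes of antigen presentation, were higher in SOD1-G37R mice within each experiment. RNA of the whole cord does not show which cells carried them. Il2rg rose by 0.78 within experiment 1 and 0.70 within experiment 2, H2-Aa by 1.16 and 1.03, and Cd74 by 1.65 and 1.27. Across the 10 SOD1-G37R mice, centred by experiment, no relation was found between the mean level of 9 T-cell markers and that of 8 MHC class II genes (Pearson's r = -0.330, permutation p = 0.344; Spearman's rho = -0.418, permutation p = 0.233; adjusted p = 0.422 for both over 4 relations). Without the 2 mice farthest from the median of the T-cell markers, r was -0.0381 over 8 mice. Within experiment 1 alone r was -0.432 over 6 mice (exact permutation p = 0.422) and rho was -0.657 (exact permutation p = 0.175), and experiment 2 holds too few SOD1-G37R mice for a value of its own. With 10 mice and markers of low level, a relation cannot be ruled out. No gene had a genotype effect that differed between males and females of experiment 1 by limma, with 673 genes at an unadjusted p under 0.05 where chance gives 776. Likewise no gene had one that differed between males of the separate experiments, with 554 genes at an unadjusted p under 0.05, again fewer than chance gives. In simulated data these comparisons found 55% and 74% of 200 genes above the median level given a log2 difference of 1. They found 0% and 1% of such genes given 0.5, so differences of that size would be missed. Differences in weaker genes were not simulated. The comparison between experiments used values from which the authors had already removed the difference between experiments. Whether that removal also reduced unequal genotype effects is unknown. From the higher expression of genes of T-cell activation, migration and antigen presentation, the paper proposes that CD4 T cells take a central part in the neuroinflammation of SOD1-G37R mice, likely by stronger activation and changed trafficking, and potentially by a shift to a more inflammatory state.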

### Infiltrating CD4 T cells interact with antigen presenting cells in spinal cords of mutant SOD1^G37R^ mice

To investigate the potential activation of effector CD4 T cells by microglia, we performed immunostaining on lumbar SC sections from SOD1^G37R^ mice, targeting both CD4 T cells and the microglial marker, Iba1. In line with our flow cytometry analysis (Fig. 3C), confocal image analysis revealed increased numbers of CD4 T cells in SC sections from SOD1^G37R^ mice as compared with age-matched littermate controls (Fig. 5A–E). In addition, CD4 T cells were in a close association with Iba1+ microglia (Fig. 5F–H). Notably, Iba1 MFI was found to be positively correlated with the number of infiltrating CD4 T cells. However, when considering the volume of Iba1-positive areas, there was no significant correlation with the number of infiltrating CD4 T cells (Fig. 5I). Concomitantly, there was an increase in the volume of Iba-1+ and CD86+ cells (Fig. 5J–N and Additional file 1: Fig. S4A, B), along with increased volume of MHCII+ cells in regions of aggregated misfolded SOD1 (Fig. 5O–S and Additional file 1: Fig. S4C, D). Collectively, our data suggest that active immunological synapse occurs between microglia and infiltrating effector CD4 T cells potentially modulating the neuroinflammatory process in SOD1^G37R^ mice.

**Fig. 5:**
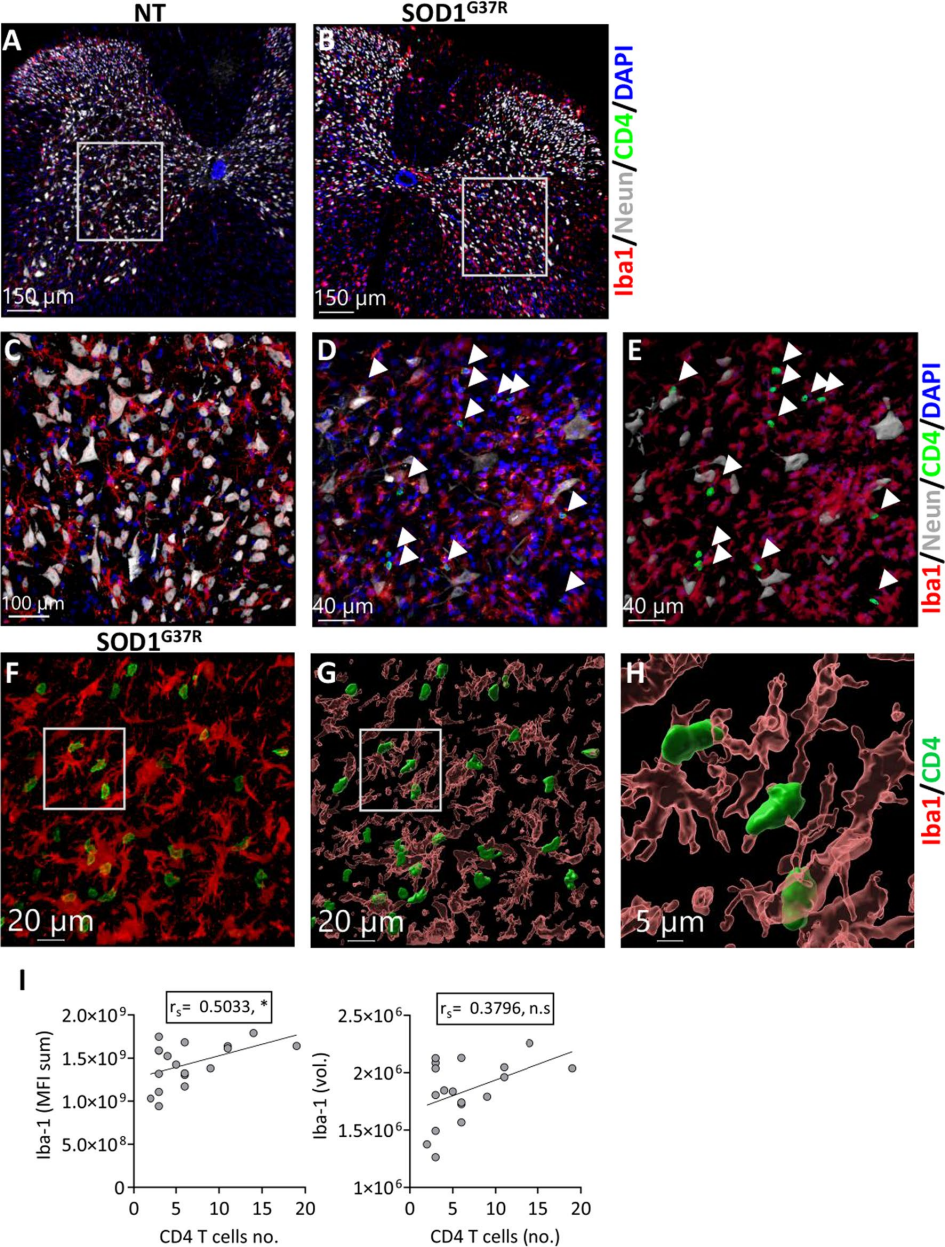

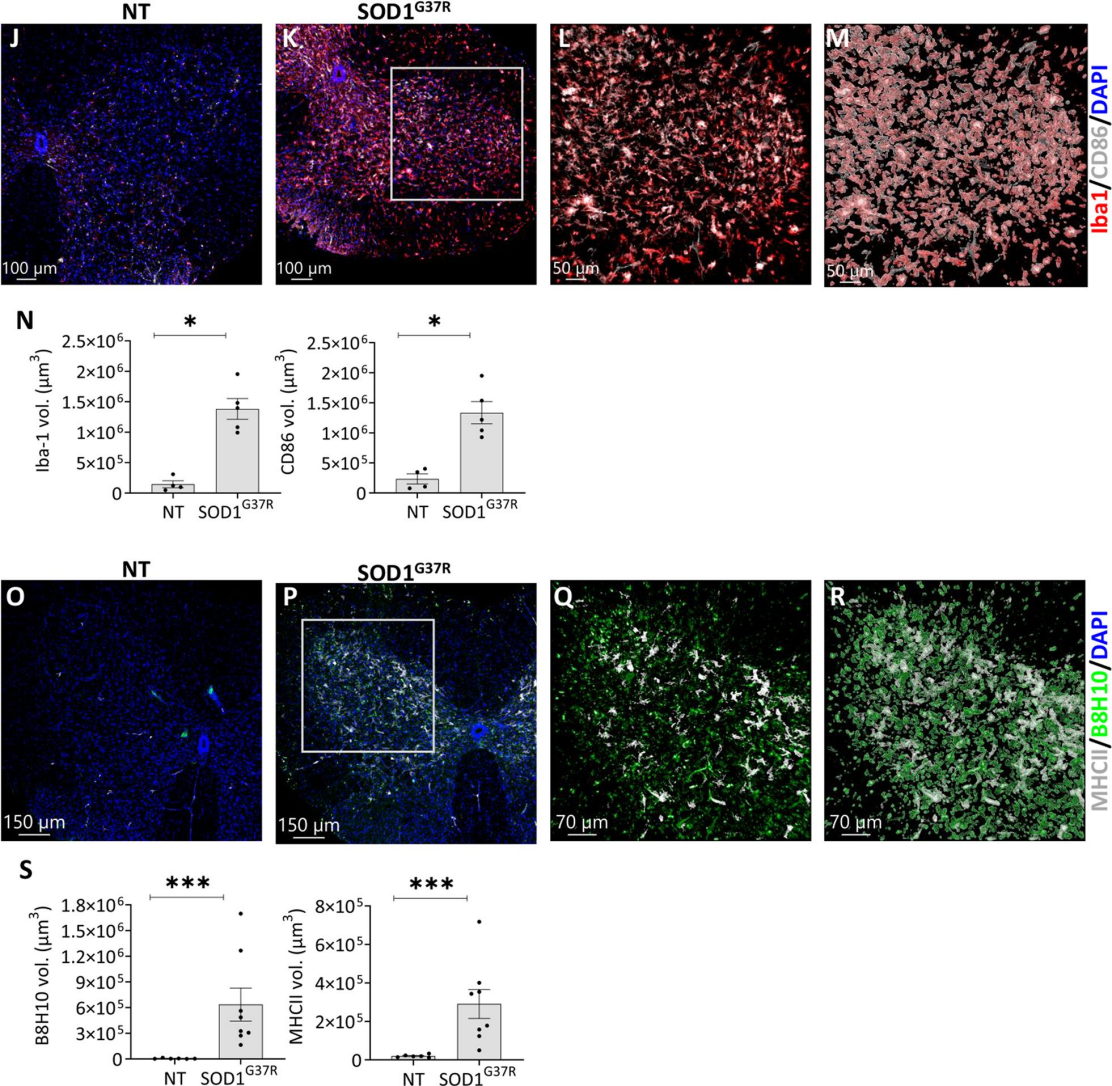
Infiltrating CD4 T cells interact with antigen presenting cells in spinal cords of mutant SOD1^G37R^ mice. Mice underwent euthanasia followed by perfusion with cold PBS. Thereafter, SCs were harvested, fixed, and transversely sectioned. For 3D visualization, a z-stack encompassing a minimum of 40 μm thickness was captured using a confocal microscope, with images acquired every 1 μm. **A**–**D** Lumbar SC sections of NT (**A**, **C**) and SOD1^G37R^ (**B**, **D**) mice, immunolabeled with anti-Iba1 (red), anti-NeuN (white), anti-CD4 (green), and DAPI (blue) (*n* = 3). Scale bars represent ×10 (**A**, **B**) and ×40 magnification, Z-stack (**C**, **D**). **E** 3D projection of z-sections from panel **D** using Imaris (Methods). **F** Lumbar SC section of symptomatic mutant SOD1^G37R^ mice (×60 magnification, Z-stack), immunolabeled with anti-Iba1 (red) and anti-CD4 (green) (*n* = 3). **G**, **H** 3D reconstruction of z-sections (from **F**) using Imaris. **I** Correlation between Iba-1 fluorescence intensity (left) or Iba-1 fluorescence volume (right) and frequencies of colocalized CD4 T cells (*n* = 6, 3 sections from different regions within the lumbar SC). *P ≤ 0.05, Spearman's rank correlation. **J**–**L** Lumbar SC sections of NT (*n* = 4) (**J**) and symptomatic mutant SOD1^G37R^ mice (*n* = 5) (**K**, **L**), immunolabeled with anti-Iba1 (red), anti-CD86 (white), and DAPI (blue) [×10 (**J**, **K**) and ×20 (**L**) magnification, z-stack). **M** 3D reconstruction of z-sections (from **L**) using Imaris. **N** Quantification of Iba-1 (left) and CD86 (right) fluorescence volume in SC sections from NT (*n* = 4) and mutant SOD1^G37R^ (*n* = 5) mice. *P ≤ 0.05, Mann–Whitney U test. **O**–**Q** Lumbar SC sections from NT (*n* = 6) (**O**) and symptomatic mutant SOD1^G37R^ mice (*n* = 8) **(P**, **Q)** [×10 magnification (**O**, **P**) and ×20 magnification, z-stack (**Q**)] immunolabeled with anti-MHCII (white), anti-B8H10 (green) and DAPI (blue). **R** 3D reconstruction of z-sections (from **Q**) using Imaris. **S** Quantification of misfolded aggregated SOD1 (left, B8H10) and MHCII (right) fluorescence volume in NT and mutant SOD1^G37R^. ***P ≤ 0.001, Mann–Whitney U test

## Discussion

In the present study, we sought to elucidate the contribution of T cells in the neuroinflammatory process of ALS, primarily using the late-onset SOD1 mouse model. First, we observed a skew towards effector memory phenotypes, which correlated with disease progression. Within the SC of SOD1^G37R^ mice, CD4 T cells showed primarily a proinflammatory phenotype which coincided with activated microglia and positively correlated with infiltrating CD8 T cells. RNA-seq analyses reinforced these observations, uncovering a robust adaptive immune response underscored by upregulated pathways related to CD4 T-cell activity and antigen presentation. These findings thus highlight an important role for age-related T-cell subsets in ALS progression.

In our work, we examined the immune compartment of mice at symptomatic disease stage, characterized by specific phenotypic markers such as foot-dragging or toe-curling during walking [42]. Specifically, SOD1^G37R^ mice were approximately 370 days of age and SOD1^G93A^ mice were approximately 130 days of age at the time of sample collection. This approach was intended to capture a representative similar state of disease progression in these models. Using the late-onset SOD1^G37R^ mice, we identified a pronounced representation of effector memory phenotypes, which suggest a heightened state of T-cell effector functions. This is in contrast to the dominance of naive T cells in the early-onset and commonly used SOD1^G93A^ mice, reflecting a landscape of reduced antigenic exposure along with increased turnover of naïve T cells [48–51]. These results are in line with the most noticeable changes observed in the overall T cell population with age; the reduced frequencies of naive T cells along with increased frequencies of exhausted and effector phenotypes [31, 48, 49] result in disrupted immune tolerance and consequently improper T cell reactions, excessive cytokine production, cytotoxic responses, and tissue damage [52, 53]. Such impact of age-related dysregulated T-cell effector functions were recently observed in patients with ALS [29] and several neurodegenerative processes such as MS [54], PD [55], and AD [56]. Together, our results suggest that late-onset mouse models more accurately reflect the complexity of immune responses occurring in ALS.

Neuroinflammation, particularly related to the activity and distribution of different T-cell subsets, is becoming increasingly recognized as a hallmark of ALS [20]. Research conducted on leukocytes and SCs from ALS patients and SOD1 mouse models has demonstrated a significant inflammatory component in disease pathobiology; peripheral blood cell counts of natural killer cells, granulocytes, CD3+, CD4+, CD8+ and CD3+CD56+T cells were all shown to increase in patients with ALS [28]. Furthermore, within the realm of CD4 T cells, a correlation between the proinflammatory Th1/Th17 phenotype and disease severity was documented [57] and Tregs were shown to be dysfunctional in both ALS patients [58] and SOD1^G93A^ mice [59]. Similarly, an augmented presence of expanding CD4 T cells was shown in CSF samples of ALS patients, which express lineage-defining transcription factors typical to CD4 CTLs, Th1, and Th2 cells [29]. Our results in the late-onset SOD1^G37R^ mice show a simultaneous rise in pro- and anti-inflammatory populations (Th1 and Th2) and a decrease in the CD4 CTL population. Furthermore, EM CD4 T cells and CD4 CTL populations correlated with weight loss in SOD1^G37R^ mice and thus highlight a possible association with disease progression. This pattern hints at a chronic inflammatory response which, along with the accumulation of dysregulated T cells, exacerbate the disease process [29, 57, 60]. However, in contrast to a previous study showing a correlation between IL-17+ cells and disease progression[57], our study neither observed significant changes in the frequency of Th17 cells—immunolabeled with anti-RORγt—nor their correlation with disease severity. This may be attributed either to the use of RORγt staining for the identification of Th17 cells or to the variation in disease stage or mechanism. In any case, the effector function of CNS infiltrating proinflammatory T cells and particularly Th17 cells may be extremely pathogenic in ALS and should be further explored. In addition, we found that while the frequency of circulating CD4 CTLs decreased, they correlated with disease progression, suggesting that they may accumulate within the CNS as part of the disease process [29]. Together, these results highlight the sophisticated, multifaceted immune dynamics in ALS, underscoring the need for further research to elucidate these intricate immune mechanisms and their implications for ALS therapy.

The intricate relationship between T cell activation, their infiltration into CNS borders and parenchyma, and the subsequent neuroinflammatory process are central to unveil pathological mechanisms underpinning neurodegenerative diseases [29, 61–64]. Several studies have indicated increased T-cell frequencies within the CNS of individuals with ALS [26, 65], and mouse models [66], with both CD4+ and CD8+ T cells observed adjacent to deteriorating neurons [26]. Here, we observed a significant infiltration of T cells into the SCs of SOD1^G37R^ mice, which was not observed to the same extent in SOD1^G93A^ mice. This aligns with previous findings showing minimal neuroinflammatory response in early clinical stages of ALS in SOD1^G93A^ mice [66]. Intriguingly, T cells from CSF of ALS patients were found to undergo clonal expansion, hinting at antigen-triggered activation within the CNS [67, 68]. In line with findings showing an increase in proinflammatory Th1 cells in the CSF of ALS [29] and MS patients [69], we showed that the majority of CD4 T cells in the SC of SOD1^G37R^ mice exhibited a Th1 phenotype and expressed the activation markers CD69, CD81 and the checkpoint molecule PD1 as part of their effector function within the CNS. Although activated CD8 T cells expressed both PD1 and Lag3**,** indicating a more exhausted phenotype [70–72], the overall T-cell response in the SC of SOD1^G37R^ mice appears extremely neurotoxic, yet to be fully explored [73–75].

APCs at the CNS barriers and/or parenchyma are essential for locally executing and regulating T-cell responses via MHC–TCR interactions [22, 25]. Our RNA-seq studies demonstrate upregulated genes related to CD4 T-cell activation (e.g., CD44, CD81 and Il2rg) along with upregulated genes related to antigen processing and presentation (e.g., MHCII complex related genes: H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb). Recent studies have shown that within the CNS parenchyma, certain disease-associated microglial subsets exhibit APC phenotypes [45, 76] which either promote [64] or limit [77] pathology. In a rat model of PD, infiltration of CD4 and CD8 T cells into the brain was followed by increased frequencies of MHCII-expressing microglia along with enhanced neuronal loss [22]. Similar to ALS mice, RNA-seq analysis of immune cells in the brain of PD mice revealed enrichment in GO terms related to antigen processing and presentation and T-cell activation [78]. Targeting the expression of MHCII, resulted in reduced T-cell and monocyte infiltration into the brain along with attenuated neurodegeneration [79]. Together, these results suggest that T-cell activation within the CNS might be a central mechanism underlying the progression of neurodegenerative diseases such as PD and ALS [80].

Providing a cellular context in SOD1^G37R^ mice, we show that CD4 T cells were in close proximity to microglia cells along with marked elevated expression of Iba1 and MHCII. Likewise, the association of Iba-1 levels with increased frequencies of infiltrating CD4 T cells, suggests a plausible causal relationship between T-cell infiltration and neurotoxic microglia activation in the course of ALS. Figure 6 depicts a possible scenario whereby CD4 T cells in spleens of late-onset SOD1^G37R^ show an age-related proinflammatory phenotype. Upon infiltration into the SC, these CD4 T cells are re-activated by antigen-presenting microglia cells, thereby facilitating their activation and furthering the inflammatory response, which could trigger release of neurotoxic factors leading to neuronal death. Our findings hint at a possible feedback loop, wherein the activation and interaction of CD4 T cells with microglia could lead to sustained neuroinflammation, possibly exacerbating disease progression [62].

**Fig. 6:**
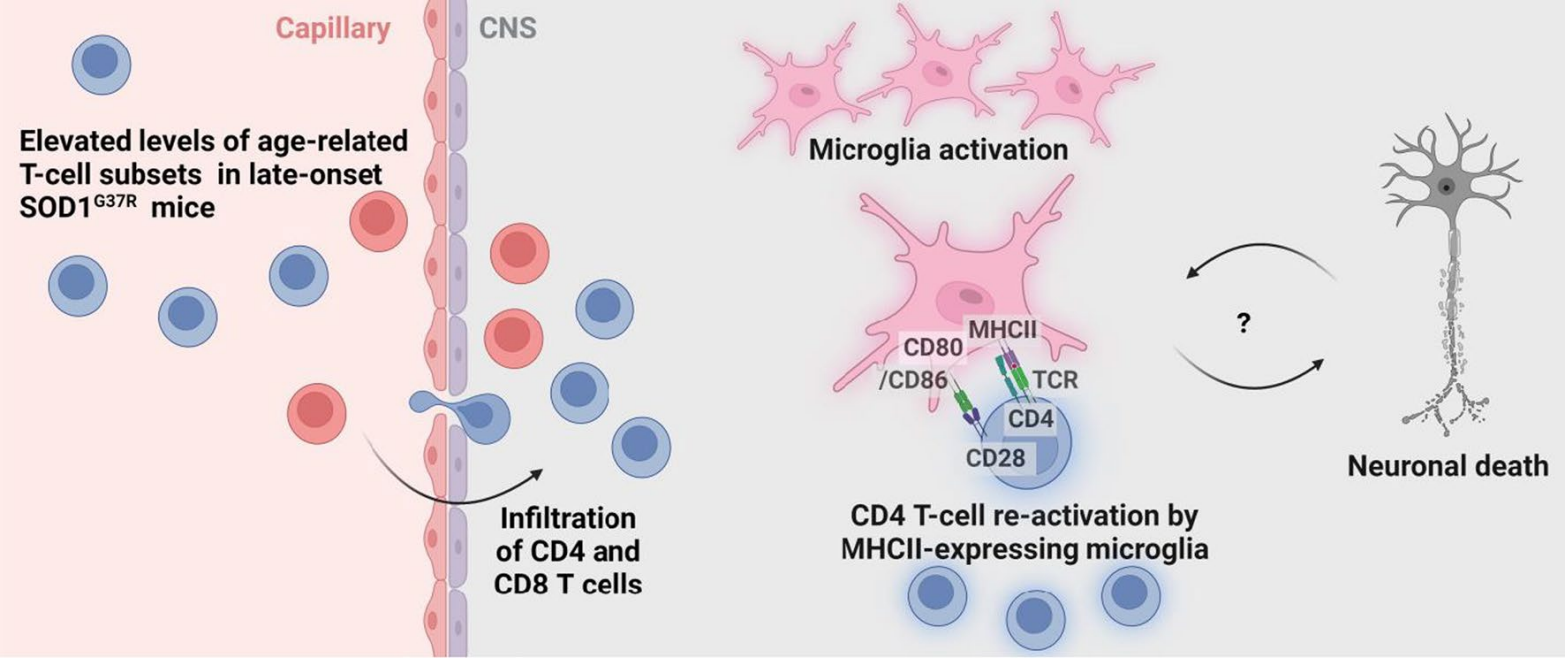
CD4 T-cell-mediated neuroinflammation in a late-onset mouse model of ALS. Elevated frequencies of systemic age-related T-cell subsets lead to neurotoxic inflammation in the lumbar SC, a process characterized by APCs activation, infiltration of CD4 (blue) and CD8 (red) T cells, and an upsurge in the expression of genes and proteins involved in antigen presentation and T cell activation. This cascade can be both a precursor to and a consequence of neuronal death

Although the SOD1 mouse models exhibit similar neuropathology and neuroinflammation characteristics of ALS [18], the disease in human is substantially more heterogeneous due to genetic and environmental variations [81, 82]. Nonetheless, while the human disease is primarily age-related with the average age of patients around 60–70 years [2], the immunological changes occurring with age were mostly neglected in animal models. Moreover, despite the fact that these animal models remain essential for the development of optimized therapeutic drugs, in some cases, only human studies will definitely determine the real therapeutic value of these strategies. Thus, further human studies considering our findings can unveil various age-related T-cell subsets such as the increased frequencies of effector T cells and CD4 CTLs, which were also evident in the CSF of ALS patients, that can be promising targets to modify the disease process. The molecular profiles, signaling pathways, antigen specificities, and infiltration routes of such neurotoxic T cell subsets can all be valuable diagnostic and therapeutic targets. In addition, further understanding of the infiltration process and synapse formation of T cells with brain APCs can be harnessed to develop novel immunoregulatory approaches such as the use of antigen-specific Tregs or chimeric antigen receptor (CAR) T cells that target specific antigens within the CNS [83].

## Conclusions

To conclude, our investigations delineate the intricate immune dynamics in the context of both early and late-onset SOD1 mouse models of ALS, emphasizing a potential pathogenic role of infiltrating T cells. The contrasting predominance of effector memory phenotype in late-onset SOD1^G37R^ mice compared to naive T cells in early-onset SOD1^G93A^ suggests distinct immunological trajectories and, potentially, differing disease progression pathways. Our RNA-seq data underscore an amplified adaptive immune response within the SC of SOD1^G37R^ mice, hallmarked by an elevation in pathways related to CD4 T-cell activation and antigen presentation. This is further supported by our observations of CD4 T cells closely interacting with microglial cells, suggestive of potential antigen presentation and subsequent T cell activation. Together, these interactions hint at a self-sustaining feedback loop between CD4 T cells and microglia, driving persistent neuroinflammation and potentially accelerating ALS progression. Consequently, our insights extend the current understanding of immune involvement in ALS and offer valuable perspectives for potential therapeutic interventions targeting the immune dynamics in neurodegenerative diseases.

### Supplementary Information

**Additional file 1: Figure S1.** Flow cytometry gating strategy and immune alterations in spleens of SOD1 mice. **(A)** Gating strategy for spleen flow cytometry experiment for SOD1^G37R^ and SOD1^G93A^ mice. CD4 T-cell T populations were gated from lymphocytes (SSC-A vs FSC-A), live cells (Fixable Viability Dye vs FSC-A), and single cells (SSC-A vs SSC-H). **(B)** tSNE plot of CD4 T-cell population distribution of NT littermates of late-onset SOD1^G37R^ (*n* = 3) and early-onset SOD1^G93A^ mice (*n* = 3). **(C–N)** CD4 T-cell subsets frequency (mean ± SEM) of NT (*n* = 5) and symptomatic SOD1^G93A^ mice (*n* = 5), shown as percentage. **Figure S2:** CD4 and CD8 T-cell infiltration into the spinal cord of SOD1^G93A^ mice. **(A)** Gating strategy for SC flow cytometry experiment for SOD1^G37R^ and SOD1^G93A^ mice. **(B, C)** Event number of CD4 **(B)** and CD8 **(C)** T cells in SCs of NT mice (*n* = 7) and symptomatic mutant SOD1^G93A^ mice (*n* = 8). **Figure S3:** Elevation of genes related to inflammation and antigen presentation in SOD1^G37R^ mice. **(A)** Volcano plot of upregulated and downregulated genes related to inflammatory pathway. **(B)** Heatmap of differentially expressed genes in the SC from symptomatic mutant SOD1^G37R^ (*n* = 10) and NT mice (*n* = 10) that are involved in antigen processing and presentation (GO:0019882). **Figure S4:** Microglial expression of CD86 and MHCII in SCs of non-transgenic control mice. **(A)** Lumbar SC sections of NT (*n* = 4) mice. Sections were immunolabeled with anti-Iba-1 (red), anti-CD86 (white) and DAPI (blue) (×20 magnification, z-stack). **(B)** 3D reconstruction of z-sections (from **A**) using Imaris. **(C)** Lumbar SC sections of NT (*n* = 6) mice. Sections were immunolabeled with anti-MHCII (white), anti-B8H10 (green) and DAPI (blue) (×20 magnification, z-stack). **(D)** 3D reconstruction of z-sections (from **C**) using Imaris.

**Additional file 2: Table S1.** Antibodies used in flow cytometry experiments for SC cells and splenocytes. This table lists the antibodies used in the flow cytometry analysis of SCs and splenocytes. It includes details on conjugation, target antigens, the cell types for which each antibody was used, and the suppliers. This detailed categorization facilitates understanding of the specific reagents used in the experimental process.

**Additional file 3: Table S2.** Antibodies used in IHC experiments. This table lists the antibodies used in the IHC analysis of SC sections. The table includes information on the target antigen, the dilution used, the source of the antibody, and the species origin.

**Additional file 4: Table S3.** Frequencies of CD4 T-cell populations in SOD1 and littermate control mice. Percentages of CD4 T-cell populations derived from spleens of SOD1^G93A^, SOD1^G37R^ and littermate control mice are displayed. Data for each genotype are presented in terms of Avg. and SEM.

**Additional file 5: Table S4.** Differentially expressed genes in lumbar spinal cord sections of SOD1^G37R^ and littermate control mice. 

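Table S4 reports the comparison of the lumbar cords of the 10 SOD1-G37R and 10 littermate control mice gene by gene. The authors' deposited table holds that comparison from their own model of group and experiment, with an adjusted p for 15491 genes. It calls 2115 genes higher and 1741 lower in SOD1-G37R mice at an adjusted p under 0.05. Of these, 2056 and 1663 were also called higher and lower by limma on the deposited values, and 0 were called in the opposite direction. Among the genes with the largest falls were Nefh at a log2 fold change of -1.15 (limma adjusted p = 1.1e-06) and Itih3 at -1.12, followed by Nefm. Nefh and Nefm encode neurofilament subunits of large axons. Rbfox3, which encodes the neuronal marker NeuN, fell by 0.80 (limma adjusted p = 5.6e-07). Mouse Sod1 stood at -0.15 (limma adjusted p = 0.080), which does not measure the human transgene.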

Lumbar SC RNA-seq results of 10 SOD1^G37R^ mice and 10 littermate control mice. Genes are detailed with their corresponding ENSEMBL ID and gene symbols, log2 fold change values, and adjusted p-values. Fold change values > 1 suggest upregulation whereas values < − 1 downregulation. Data analysis and organization were executed utilizing the NeatSeq Flow DeSeq2 module.

**Additional file 6: Table S5.** Upregulated Immune-related GO biological processes in lumbar spinal cords of SOD1^G37R^ mice. The table outlines the GO biological processes found to be upregulated in lumbar SC samples, as ascertained through bulk RNA-seq analysis. Columns from left to right present the biological process name, gene ratio, and p.adjust.

**Additional file 7: Table S6.** Upregulated Immune-related KEGG pathways in lumbar spinal cords of SOD1^G37R^ mice. The table delineates the KEGG pathways found to be upregulated in lumbar SC samples, as determined by bulk RNA-seq analysis. 

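Table S6 lists 90 KEGG pathways for genes higher in SOD1-G37R cords and another 68 for genes lower in them. Lysosome counted 58 of its 117 measured genes among those called higher by limma (one-sided hypergeometric test, p = 1.2e-10 adjusted over the pathways of the table), and the cytokine-cytokine receptor interaction counted 55 of 114 (adjusted p = 6.2e-10). Lysosome is listed for lower genes as well, and 20 of its 117 genes were called lower here (one-sided hypergeometric test, adjusted p = 0.0933). The complement and coagulation cascades counted 26 of 39 (adjusted p = 9.5e-09). Among the genes called lower, the synaptic vesicle cycle counted 30 of 62 (adjusted p = 2.0e-10), the glutamatergic synapse 33 of 96 (adjusted p = 2.0e-07) and oxidative phosphorylation 36 of 116 (adjusted p = 8.2e-07). Of the 90 pathways of higher genes, 75 had an adjusted p under 0.05 here, and 58 of the 68 pathways of lower genes did. A gene ratio is the share of called genes with a KEGG pathway that belong to the pathway. The median gene ratio was 0.0283 over the pathways of higher genes and 0.0299 over those of lower genes, where the medians of the ratios in the paper's Table S6 are 0.0296 and 0.0310. All 158 gene ratios lay within 1.5 times the paper's. The pathways came from the same mice, so their counts are not independent evidence.

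**Figure D5:**
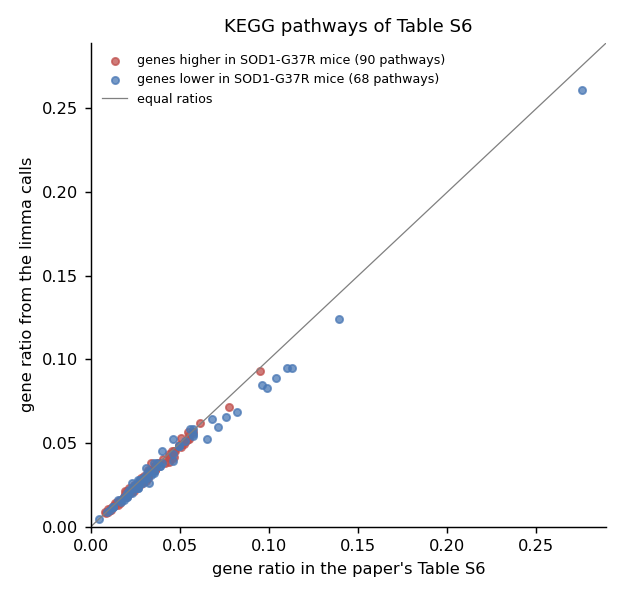
Gene ratio of each pathway from the limma calls (vertical axis) against the ratio in the paper's Table S6 (horizontal axis), 1 point per pathway, for 90 pathways of genes higher and 68 of genes lower in SOD1-G37R mice. Points lie close to the line of equal ratios, with medians of 0.0283 against 0.0296 for higher genes.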

Columns from left to right represent the pathway name, gene ratio, and p.adjust.

## Data Availability

The RNA-seq data have been deposited to the GEO repository with accession number GSE246397.

## Abbreviations

ALS: Amyotrophic lateral sclerosis
APC: Antigen presenting cell
CNS: Central nervous system
EM: Effector memory
CD4 CTLs: Cytotoxic CD4 T cells
IHC: Immunohistochemistry
MHC: Major histocompatibility complex
SC: Spinal cord

# Supplementary material for: CD4 T-cell aging exacerbates neuroinflammation in a late-onset mouse model of amyotrophic lateral sclerosis
**Source:** J Neuroinflammation. 2024 Jan 11;21:17. doi: 10.1186/s12974-023-03007-1
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Antibodies used in flow cytometry experiments for SC cells and splenocytes. This table lists the antibodies used in the flow cytometry analysis of SCs and splenocytes. It includes details on conjugation, target antigens, the cell types for which each antibody was used, and the suppliers. This detailed categorization facilitates understanding of the specific reagents used in the experimental process.

| Antibody Target | Conjugation | Supplier | Species | Application |
| --- | --- | --- | --- | --- |
| CD194 (CCR4) | Brilliant Violet 421 | Biolegend, CA, USA | Mouse | Extracellular Staining (SC cells) |
| CD4 | Brilliant Violet 510 | Biolegend, CA, USA | Mouse | Extracellular Staining (SC & Splenocytes) |
| CD279 (PD-1) | Brilliant Violet 605 | Biolegend, CA, USA | Mouse | Extracellular Staining (SC & Splenocytes) |
| CD223 (LAG-3) | Brilliant Violet 785 | Biolegend, CA, USA | Mouse | Extracellular Staining (SC cells) |
| CD69 | FITC | Thermo Fisher Scientific, MA, USA | Mouse | Extracellular Staining (SC cells) |
| CD8a | PerCP/Cyanine5.5 | Biolegend, CA, USA | Mouse | Extracellular Staining (SC cells) |
| CD183 (CXCR3) | PE | Thermo Fisher Scientific, MA, USA | Mouse | Extracellular Staining (SC cells) |
| CD196 (CCR6) | PE/Cyanine7 | Biolegend, CA, USA | Mouse | Extracellular Staining (SC cells) |
| CD81 | APC | Biolegend, CA, USA | Mouse | Extracellular Staining (SC cells) |
| CD3 | Alexa Fluor 700 | Thermo Fisher Scientific, MA, USA | Mouse | Extracellular Staining (SC cells & Splenocytes) |
| CD44 | Brilliant Violet 650 | Biolegend, CA, USA | Mouse | Extracellular Staining (Splenocytes) |
| CD62L (L-Selectin) | Alexa Fluor 700 | Thermo Fisher Scientific, MA, USA | Mouse | Extracellular Staining (Splenocytes) |
| RORγt | Brilliant Violet 421 | BD, NJ, USA | Mouse | Intracellular Staining (Splenocytes) |
| T-bet | Brilliant Violet 785 | Biolegend, CA, USA | Mouse | Intracellular Staining (Splenocytes) |
| FOXP3 | Alexa Fluor 488 | Biolegend, CA, USA | Mouse | Intracellular Staining (Splenocytes) |
| GATA3 | PerCP/Cyanine5.5 | Biolegend, CA, USA | Mouse | Intracellular Staining (Splenocytes) |
| CCL5 (RANTES) | PE | Biolegend, CA, USA | Mouse | Intracellular Staining (Splenocytes) |
| EOMES | PE-Cyanine7 | Thermo Fisher Scientific, MA, USA | Mouse | Intracellular Staining (Splenocytes) |

# Supplementary material for: CD4 T-cell aging exacerbates neuroinflammation in a late-onset mouse model of amyotrophic lateral sclerosis
**Source:** J Neuroinflammation. 2024 Jan 11;21:17. doi: 10.1186/s12974-023-03007-1
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Antibodies used in IHC experiments. This table lists the antibodies used in the IHC analysis of SC sections. The table includes information on the target antigen, the dilution used, the source of the antibody, and the species origin.

| Antibody target/ Fluorophore | Dilution | Supplier | Species | Application |
| --- | --- | --- | --- | --- |
| CD4 | 1:100 | Biolegend, CA, USA | Rat | Primary antibody |
| Iba-1 | 1:1000 | Abcam, United Kingdom | Goat | Primary antibody |
| Neun | 1:400 | Millipore, MA, USA | Mouse | Primary antibody |
| I-A/I-E (MHCII) | 1:100 | Biolegend, CA, USA | Rat | Primary antibody |
| B8H10 | 1:100 | MediMabs, QC, Canada | Mouse | Primary antibody |
| CD86 | 1:100 | BD, NJ, USA | Rat | Primary antibody |
| Alexa Fluor 488 | 1:500-250 | Invitrogen, MA, USA | Donkey | Secondary antibody |
| Alexa Fluor 546 | 1:500-250 | Invitrogen, MA, USA | Donkey | Secondary antibody |
| Alexa Fluor 633 | 1:250 | Invitrogen, MA, USA | Donkey | Secondary antibody |
| DAPI | 1:3000 | Biolegend, CA, USA | - | Nuclear staining |

# Supplementary material for: CD4 T-cell aging exacerbates neuroinflammation in a late-onset mouse model of amyotrophic lateral sclerosis
**Source:** J Neuroinflammation. 2024 Jan 11;21:17. doi: 10.1186/s12974-023-03007-1
**Supplement:** Supplementary file 4 — Additional file 4: Table S3. Frequencies of CD4 T-cell populations in SOD1 and littermate control mice. Percentages of CD4 T-cell populations derived from spleens of SOD1G93A, SOD1G37R and littermate control mice are displayed. Data for each genotype are presented in terms of Avg. and SEM.

|  |  | %CD4 | %EM CD4 T cells | % Naïve CD4 T cells | %Tregs | %Th17 cells | %EM Th17 cells | %Th1 cells | %EM Th1 cells | % Th2 cells | %EM Th2 cells | %CD4 CTLs | %EM CD4 CTLs |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| NT (SOD1G37R) | Avg. | 14.035 | 59.075 | 18.832 | 15.081 | 0.614 | 0.729 | 0.165 | 0.1 | 0.705 | 0.574 | 15.346 | 21.504 |
|  | SEM | 0.885 | 3.637 | 2.42 | 2.151 | 0.088 | 0.1 | 0.048 | 0.024 | 0.116 | 0.091 | 2.202 | 3.9 |
| SOD1G37R | Avg. | 14.979 | 61.826 | 21.032 | 17.479 | 0.533 | 0.681 | 0.343 | 0.183 | 1.067 | 0.702 | 8.608 | 12.128 |
|  | SEM | 0.628 | 2.491 | 1.955 | 0.753 | 0.042 | 0.056 | 0.057 | 0.032 | 0.119 | 0.066 | 1.02 | 1.512 |
| NT (SOD1G93A) | Avg. | 15.858 | 31.954 | 27.034 | 9.49 | 0.972 | 1.708 | 0.17 | 0.136 | 0.678 | 0.706 | 2.046 | 4.716 |
|  | SEM | 1.169 | 0.85 | 5.651 | 1.334 | 0.202 | 0.303 | 0.065 | 0.042 | 0.186 | 0.177 | 1.434 | 3.405 |
| SOD1G93A | Avg. | 15.047 | 25.108 | 31.395 | 9.118 | 1.118 | 1.873 | 0.248 | 0.163 | 1.252 | 1.175 | 2.978 | 5.582 |
|  | SEM | 1.725 | 3.206 | 6.959 | 0.92 | 0.343 | 0.387 | 0.133 | 0.071 | 0.573 | 0.363 | 1.775 | 3.254 |

How the deposited data were processed for this re-analysis (not part of the article)

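RNA was measured in the lumbar spinal cord of 24 mice by bulk MARS-seq, which reads the ends of polyadenylated transcripts and counts molecules by their tags. Of these, 10 were NT mice and 10 were untreated SOD1-G37R mice, with 3 females and 3 males of each genotype in experiment 1 and 4 males of each in experiment 2. Another 4 males were SOD1-G37R mice given an AAV-PHP.eB vector carrying MIF, which the paper does not describe. These were set beside the males of experiment 2 because their label codes follow those of that experiment. No source states their experiment or their age, and this placement stays unsure. Males of the other groups were likewise assigned to an experiment from the methods together with their label codes. The numbers 1 and 2 are those used here, and in Fig. 4B, read by eye, the larger experiment carries the other number.
The authors trimmed the reads with Trim Galore 0.4.5 and cutadapt, aligned them to GRCm38 with STAR 2.5.2a, counted them with RSEM 1.2.28, tested the groups with DESeq2 with group and batch in the model, and removed the batch with SVA/ComBat. The log2 values per mouse are used as deposited by the authors, after their batch removal, and the transform that made them is not stated. The fold changes and p-values in the same deposited table come from the authors' test, and were used only for comparison. The values per mouse were tested on their range, which runs from -0.79 to 14.8 with 2.22% of them below 0. They are therefore not the counts that the planned test assumed, and the plan's rule for values on a log scale was applied. Their slope on the authors' log2 fold change was 0.09 for genes below a level of 2, 0.27 from 2 to 4, 0.53 from 4 to 6, 0.74 from 6 to 8 and 0.82 above 8. Read totals per mouse are not used here, and the key of Fig. 4B marks library sizes far below the mean the paper states, so the depth of each library and the precision it gives are unknown.
All 15524 genes of the table were tested with limma 3.58.1 in R 4.3.3, with moderated t statistics, no filter on level and no trend, and with genotype and experiment in the model. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The same fit tested sex by genotype in experiment 1, experiment by genotype in males, and MIF-treated against untreated mice among the 12 males of experiment 2. Gene symbols came from the table for 13809 genes and from GENCODE M21 for 1711, which also gave the GRCm38 positions.
Principal components were computed from the 500 genes of highest variance, centred, with the means of the experiments removed. Scores were compared by permuting genotypes 100000 times. Terms were tested with a one-sided hypergeometric test against the 13537 genes with a Gene Ontology term or the 5490 with a KEGG pathway in the table, and adjusted over 9 terms, or over the pathways of Table S6. The 33 lists cover T cells, antigen presentation, complement, adhesion, microglia, macrophages, astrocytes, neurons, oligodendrocytes, other cell types, metabolism and stress. They were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and adjusted over the lists. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest. The fits were tested on simulated data with independent normal noise and 200 changed genes, all drawn from those above the median level.
The rule for named genes took every gene the paper names in its text or in Fig. 4F, the genes labelled in Fig. 4D, and per direction the 12 genes of largest log2 fold change among called genes above the median level whose genotypes did not overlap in either experiment. It also took the 2 to 4 members of smallest adjusted p in each list, and for other comparisons up to 10 called genes of smallest adjusted p. The genes of Fig. 4D had been seen in the paper, so their directions were known.
Alternatives changed the covariates, the mice, the thresholds, the genes of the principal components, the background of the terms and the filter on level. Median centring, quantile normalization and a trend in limma were added after the values were seen. Genes absent from the table, the values behind Table S4 itself and other assays of the paper are not analysed here.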

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

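Among the tests below, the tests on the MHC class II genes of MIF-treated mice were chosen after that result was seen, as was every comparison of lists by sex, by experiment and by MIF treatment.
Single mice lay far from the rest of their group in 11 of 206 groups tested, and chance gives about 1 in 20. Among NT mice, the mean of the neutrophil genes was 4.07 in female 2 of experiment 1, the level of H2-Eb1 was 3.99 and that of Rfxap 5.71 in the same mouse, and Il2rg stood at 2.63 in a male of experiment 2. Among SOD1-G37R mice, male 4 of experiment 2 had a mean of 2.69 for the border macrophage and monocyte genes and a Cd44 level of 3.86. Male 1 of experiment 2 had a mean of 4.62 for the ependymal genes and a mouse Sod1 level of 10.5. Among MIF-treated mice, male 3 had a mean of 3.14 for the border macrophage and monocyte genes, male 1 had 8.57 for the red blood cell genes and male 2 had 5.89 for the p53 and cell stress genes. No cause was tested for these mice.
The genotype effect on the synaptic genes was 0.21 higher in males than in females of experiment 1 (camera adjusted p = 0.042, but 0.998 with an estimated correlation). Between males of the separate experiments, experiment 2 minus experiment 1, the genotype effect differed by -0.25 for the endosomal antigen-processing enzymes, -0.24 for the complement genes, -0.32 for the disease-associated microglia genes, -0.25 for the lysosomal genes, -0.16 for the NF-kappa B pathway genes and -0.23 for the interferon-stimulated genes. It differed by 0.46 for the motor neuron genes, 0.23 for the neurofilament and axonal genes, -0.28 for the oligodendrocyte genes and 0.12 for the cholesterol synthesis genes. The same difference was 1.87 for the red blood cell genes, -0.12 for the dissociation and immediate early genes and -0.34 for the p53 and cell stress genes. None of these lists passed camera with an estimated correlation, where the smallest adjusted p was 0.168 for the motor neuron genes.
Lists of neurons and metabolism, which the paper's text does not discuss, were lower in SOD1-G37R than in NT mice at camera's preset correlation, and its Table S6 holds pathways of synapses and oxidative phosphorylation for lower genes. The median log2 fold change was -0.42 for the motor neuron genes, -0.56 for the neurofilament and axonal genes, -0.43 for the synaptic genes, -0.55 for the cholesterol synthesis genes and -0.14 for the oxidative phosphorylation genes. With an estimated correlation the motor neuron (adjusted p = 0.0984), neurofilament (0.0578) and oxidative phosphorylation (0.0843) lists did not pass.
The 4 MIF-treated SOD1-G37R males, which the paper does not report on, had 1 gene past the threshold against the 4 untreated SOD1-G37R males. The experiment of the treated males is inferred from label codes, and their age is not stated, so they may not be matched in age. Cd74, which encodes a receptor for MIF as well as the invariant chain, stood at 7.63 ± 0.417 in treated, 6.33 ± 0.219 in untreated and 5.06 ± 0.0704 in NT males (SD, n = 4 each). The log2 difference between treated and untreated males was 1.29 (limma adjusted p = 0.016, exact permutation p = 0.0286, treated above untreated in all 4 mice), and its adjusted p ran from 3.9e-04 to 0.195 over the alternatives. Its log2 difference ran from 1.12 to 1.42 over them. With the replicate number as a block the difference stayed at 1.29 and the call was lost (adjusted p = 0.0761), and neither that limma call nor the permutation takes account of a structure shared by replicates. The median of the MHC class II genes was 0.47 higher (camera adjusted p = 1.1e-08, but 0.110 with an estimated correlation), with 1 of 8 genes called over all genes and 5 when adjusted over the list alone. H2-Aa was 0.97 higher (exact permutation p = 0.0571) and H2-Ab1 1.05 higher (exact permutation p = 0.114). Other lists past camera's preset test lost it with an estimated correlation: MHC class I at 0.17 (adjusted p = 0.591), B-cell and plasma-cell genes at 0.49 (0.0973), motor neuron genes at 0.24 (0.141), neurofilament and axonal genes at 0.21 (0.436), oligodendrocyte genes at 0.14 (0.141), ribosomal protein genes at -0.14 (0.721) and interferon-stimulated genes at 0.092 (0.867).
A candidate explanation for the higher MHC class II genes is a more advanced disease state in the treated mice. The 2030 genes higher in experiment 1, with a median rise of 0.48 by genotype there, should then rise further. They shifted by a median of -0.0299 in treated mice (exact permutation p = 0.743), and by -0.0768 to 0.0315 without 1 mouse. No further rise was thus seen, but 4 mice per group are too few to exclude one. The vector or the injection in place of MIF itself cannot be told apart from MIF, as 0 mice had a vector without MIF. Among 35 splits of the 8 mice, 4 gave 1 gene or more, the real split with its 1 gene included, so chance cannot be excluded for that count. The highest other split called 108 genes. It set replicates 1 and 3 against 2 and 4 of both groups, and 61 of its 76 higher and 20 of its 32 lower genes were called the same way by genotype, which points to a structure of these samples. A biological effect of MIF stays open and untested.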

How the results depend on the processing

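Median centring, quantile normalization, limma-trend and the fit of all 24 mice for MIF were chosen after the values were seen. No called gene, list or term reversed its direction under the settings run for it. The excess of higher over lower calls did turn, with 1645 higher genes for median-centred mice, and 1980 higher and 2139 lower genes with quantile normalization. The MIF shift of genes called in experiment 1, higher, which was near 0 and not past its test, ran from -0.0768 to 0.0315 without 1 mouse. The MIF shift of genes called in experiment 1, lower, was 0.0188 and ran from -0.0111 to 0.0662. For genes called with an absolute log2 fold change over 1, the shift was -0.0350 for 248 higher genes (exact permutation p = 0.886). It was larger, at 0.182, for 35 lower genes (exact permutation p = 0.229). The counts of SOD1 vs NT genes higher and SOD1 vs NT genes lower were 493 and 65 in experiment 2 only, 1506 and 938 in males only, 1292 and 1092 in females only, and 210 and 3 at an absolute log2 fold change over 1. Fewer mice or a stricter threshold enter those by construction. The lower genes numbered 1109 at an adjusted p under 0.01 and 2945 with median-centred mice, and for the latter the cause was not tested. Other settings stayed within 1.5 times the counts reported: leaving out each mouse in turn gave 2088 to 2400 higher and 1616 to 1941 lower genes. PC1 held 67.3% with the larger set of most variable genes, 40.6% with all genes and 69.3% with genes scaled to unit variance, and the cause was not tested. Among MIF-treated mice, limma-trend called 3 genes, all 24 mice in one fit with experiment called 4, and the 8 SOD1-G37R males alone called 0. Leaving out 1 mouse at a time gave 0 to 2 genes. It gave 0 without untreated SOD1-G37R replicate M1, M2 or M4 or MIF-treated replicate M1, and 2 without MIF-treated replicate M2 or M3. Apart from the fewer mice, the cause was not tested. Of 183 named genes, 68 lost their call in experiment 2 only and 9 in experiment 1 only, where 1 gained it, while 4 lost and 4 gained it with median-centred mice, where mouse Sod1 and Nfyb were called lower. No gene was called for sex by genotype or experiment by genotype with limma-trend, genes above 0, a replicate block or 1 mouse left out. Of 33 lists, 21 were called, and 15 with an estimated correlation, where none passed in experiment 2 only (smallest adjusted p = 0.0720). The Interferon-stimulated genes list passed with sex in the model (adjusted p = 0.047), in experiment 1 only (0.0031) and with median-centred mice (0.022), but with an estimated correlation it did not in experiment 1 only (0.199) or over both experiments (0.523).
Of 10 pairs of NT and SOD1-G37R mice with one replicate number, 3 had a correlation above 0.1 and 2 matched best. Of 4 such pairs of MIF-treated and untreated mice, checked after the values were seen, 3 had one above 0.1 (0.0625 to 0.369) and 2 matched best, so the numbers were not taken to pair the mice, although a shared structure of replicates stays open. With the number as a replicate block, 2272 genes were higher and 1875 lower by genotype, and 0 genes were called between MIF-treated and untreated mice (adjusted p = 0.0761 for Cd74).
DESeq2, other count normalizations, a pseudocount and a minimum count were not run, since the values are not counts. Sequencing depth is unknown, so what it limits was not tested.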

Differences from the paper's values

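No test below was chosen after the result was seen, apart from limma-trend and the scalings run for Jak3. Enrichment p-values here were adjusted over 9 terms against another background than the paper's, which limits the comparison. The adjustment moves these values: over the pathways of Table S6, the adjusted p was 9.5e-09 for NF-kappa B signaling, 2.3e-08 for transendothelial migration and 1.6e-04 for KEGG antigen processing. The adjusted p of the immune system process is 8.278E-63 in the paper and 2.86e-60 here. Cytokine production has the paper's 3.770E-38 and 8.65e-33 here, and CD4-positive, alpha-beta T cell activation the paper's 9.505E-07 and 3.65e-07 here. For leukocyte transendothelial migration the paper gives 7.332E-11 and the value here is 2.16e-09. For the NF-kappa B signaling pathway the paper gives 6.816E-08 and the value here is 9.30e-10. For KEGG antigen processing and presentation the paper gives 0.00126 and the value here is 5.18e-05. Of the alternatives set before the data were examined, neither calls with a log2 fold change over 1 nor all genes of the table as background closed any of these gaps. The gene ratios of all these terms lay within 1.5 times the paper's.
PC1 held 70.6% of the variance here and the paper shows about 41% in Fig. 4B, read by eye. PC2 held 5.52% here and the paper shows about 11% in Fig. 4B, read by eye. Among the alternatives set before the data were examined, all genes in place of 500 gave 40.6% and 11.7%, within the paper's values. Those with a larger set of most variable genes, without the removal of the experiments' means from the deposited values, which the authors had already corrected, or with unit variance still differed.
Fig. 4F shows GILT as unchanged, whereas Ifi30, which encodes it, had a log2 fold change of 1.54 here (limma adjusted p = 3.9e-10) and is called in the authors' deposited table (adjusted p = 4.6e-29). Fig. 4F also shows RFX and CREB as unchanged and NFY as higher, and here Rfx5, Rfxank, Rfxap and Creb1 did not pass the test while Nfya did. Jak3 is called higher in the authors' deposited table (adjusted p = 0.0203) and labelled in Fig. 4D, and it did not pass the test here (limma adjusted p = 0.067) or under any setting run.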

Other observations

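Of the tests below, those on MIF-treated mice, that of the microglia share for MHC class II genes and that of the motor neuron list between experiments were chosen after the result was seen. Genes of neurons and synapses were lower in SOD1-G37R cords, with fewer of them called in experiment 2 alone. Of 23 measured synaptic genes, 16 were lower and 7 did not pass the test (19 lower when adjusted over the list alone, camera adjusted p = 1.1e-10), with Grin1, a glutamate receptor subunit, at -0.89. Of 16 motor neuron genes, 11 were lower, 1 was higher and 4 did not pass the test, also when adjusted over the list alone (camera adjusted p = 9.9e-05; adjusted p = 0.0984 with an estimated correlation). In experiment 2 alone 0 of the 16 were lower (median -0.091), against 10 in experiment 1 alone (median -0.69), but the difference between the experiments did not pass camera with an estimated correlation (adjusted p = 0.168). Chodl stood at -0.91 and Ache at -0.74, while Gfra1 rose by 0.48. Of 13 neurofilament and axonal genes, 10 were lower, 2 were higher and 1 did not pass the test, also when adjusted over the list alone (camera adjusted p = 1.1e-04; adjusted p = 0.0578 with an estimated correlation), and Atf3, an axonal injury factor, rose by 1.47. Of 18 measured cholesterol synthesis genes, 13 were lower and 5 did not pass the test (14 lower when adjusted over the list alone, camera adjusted p = 1.1e-10), with Hmgcs1 at -0.88 and Fdps at -0.79. Of 21 oxidative phosphorylation genes, 9 were lower and 12 did not pass the test (10 lower when adjusted over the list alone, camera adjusted p = 9.2e-04; adjusted p = 0.0843 with an estimated correlation). Of 21 measured ribosomal protein genes, 11 were higher and 10 did not pass the test (13 higher when adjusted over the list alone, camera adjusted p = 5.1e-05; adjusted p = 0.166 with an estimated correlation).
Reactive astrocyte genes rose in SOD1-G37R cords, with 18 of 19 higher, also when adjusted over the list alone (camera adjusted p = 3.3e-21), and Gfap, the astrocyte filament, at 1.85. The camera adjusted p of this list was 0.0064 at the estimated correlation. Of 15 homeostatic astrocyte genes, 6 were higher, 2 lower and 7 not past the test (6 and 3 when adjusted over the list alone, camera adjusted p = 0.318), with Aqp4 at 1.42 and Slc6a11 at -0.81. Of 17 measured p53 and cell stress genes, 13 were higher and 4 did not pass the test (14 higher when adjusted over the list alone, camera adjusted p = 3.1e-10), led by the heat shock gene Hspb1 at 2.07. Oligodendrocyte genes had 2 higher and 2 lower of 15 (camera adjusted p = 0.966), with Opalin at 1.39 and Mobp at -0.26, and oligodendrocyte precursor genes had 2 higher of 10 (0.282), with Gpr17 at 0.75. Endothelial and pericyte genes had 1 higher of 15 (0.805), meningeal fibroblast genes 1 higher and 1 lower of 10 (0.752), and Schwann-cell genes 3 higher and 1 lower of 7 (0.126). The counts of these 5 lists were the same when adjusted over each list alone, and the remaining genes did not pass the test. Ependymal genes had 4 higher of 9 (camera adjusted p = 0.021; adjusted p = 0.147 with an estimated correlation) and dissociation and immediate early genes 5 higher and 1 lower of 12 (camera adjusted p = 0.016; adjusted p = 0.168 with an estimated correlation), with the same counts when adjusted over each list alone.
The rise of immune genes in SOD1-G37R mice was set against a larger share of microglia in the tissue. Among members above a level of 4, the 19 disease-associated genes rose by a median of 2.08 and the 8 homeostatic genes by 0.62, a gap of 1.46 that exceeds their spread (SD 0.979). A larger share would move both lists alike only if microglia alone expressed their genes. Other macrophages also express several disease-associated genes, and the deposited scale compresses weaker genes more. The gap thus shows a stronger rise of the disease-associated genes, but cannot decide whether a larger share is the whole cause of that rise. For the MHC class II genes the gap to the homeostatic genes was 0.202 (median 0.82), inside that spread, so a larger share of microglia cannot be told apart from a change within cells, and it may also add to the rise of the others. The removal of the experiment effect by the authors was weighed as well. Of 576 immune system process genes called in experiment 1 alone, 97.2% moved the same way in experiment 2. Values from before the removal were not examined, and both experiments went through it together. The shared direction shows that the rise is found in both experiments, but it cannot test the removal as a cause.
For the genes called between SOD1-G37R and NT mice, 1 of 100 splits of the mice, the real one with its 4120 genes, gave so many. The highest other split gave 0. Other splits mix the genotypes, whose difference then widens the spread within each group, so few calls are likely there by construction. The splits alone therefore do not exclude chance. For the effect of sex and for that of experiment on the genotype effect, 0 genes were called by limma. Every one of the 100 splits gives at least as many by construction, with the highest other at 4 and 3 genes, so the splits decide nothing there.
In MIF-treated against untreated SOD1-G37R males, 149 genes had every treated mouse above every untreated one and 130 had every treated mouse below, a share of 1.80% where chance gives 2.86%. Mif itself stood at 9.77 in treated and 9.69 in untreated males, which checks nothing about the vector, since it is unknown whether the table counts its transcript. The immunoglobulin gene Ighg2c, chosen after its values were seen, was 1.05 higher in treated males. Its exact permutation p of 0.0286 is the smallest that 70 assignments can give, and the main limma fit did not call it (adjusted p = 0.997). The authors' deposited table calls it, and also Cd74 (2.82-fold higher, the authors' adjusted p = 1.8e-06), as well as Calca and Mir692-1, which were chosen in the same way as Ighg2c. The main limma fit called neither Calca nor Mir692-1 (adjusted p = 0.144 and 0.9997).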
